# Improved prediction of bacterial CRISPRi guide efficiency from depletion screens through mixed-effect machine learning and data integration

**DOI:** 10.1186/s13059-023-03153-y

**Published:** 2024-01-11

**Authors:** Yanying Yu, Sandra Gawlitt, Lisa Barros de Andrade e Sousa, Erinc Merdivan, Marie Piraud, Chase L. Beisel, Lars Barquist

## Abstract

CRISPR interference (CRISPRi) is the leading technique to silence gene expression in bacteria; however, design rules remain poorly defined. We develop a best-in-class prediction algorithm for guide silencing efficiency by systematically investigating factors influencing guide depletion in genome-wide essentiality screens, with the surprising discovery that gene-specific features substantially impact prediction. We develop a mixed-effect random forest regression model that provides better estimates of guide efficiency. We further apply methods from explainable AI to extract interpretable design rules from the model. This study provides a blueprint for predictive models for CRISPR technologies where only indirect measurements of guide activity are available.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-023-03153-y.

## Background

CRISPR interference (CRISPRi), in which a catalytically dead Cas protein incapable of DNA cleavage (dCas) is targeted to interfere with the transcription of a gene of choice [1, 2], is one of the most widely used CRISPR technologies in bacteria. In contrast to eukaryotes, many bacteria lack the necessary repair pathways to survive genome editing by the double-stranded break induced by CRISPR-Cas9. Thus, CRISPR-Cas’s main applications in bacteria have come from using dCas as a platform technology that can deliver effectors to a specific locus in a programmable fashion. CRISPRi is the simplest example, where the dCas protein itself serves as an effector to silence gene expression by physically blocking the binding or procession of the RNA polymerase.

The development of CRISPRi has opened up a range of biological applications, from silencing individual genes for genetic studies to performing genome-wide fitness screens or engineering genetic circuits [3, 4]. As an alternative screening technology to transposon mutagenesis [5], CRISPRi can directly target particular genes of interest, avoiding the need for large mutant libraries to achieve gene saturation. Another area of application is engineering synthetic regulatory circuits [6] or metabolic networks [7, 8], where collections of gRNAs are used to coordinately downregulate and upregulate associated genes and pathways. However, all of these applications critically depend on the efficiency of silencing provided by selected guides. Genetic screens already routinely employ tens of thousands of guides simultaneously, and it is impractical to individually test each guide’s efficiency. This problem will only be accentuated as the scale of applications increases through the use of CRISPR array technologies that allow multiplexed expression of suites of guides simultaneously [9, 10] to dissect and engineer increasingly complex phenotypes. Reliable prediction of guide efficiency will therefore become increasingly important as applications of CRISPRi become more ambitious.

Given the impact of CRISPR-based genome engineering in eukaryotes, significant effort has been expended in developing methods for predicting editing efficiency. The first attempts used classical machine learning methods on relatively small datasets comprising efficiency measurements for thousands of gRNAs. The applied methods include logistic regression [11], support vector machines [12, 13], linear regression [14], and gradient-boosted decision trees [15]. As the amount of Cas9 editing data has increased, deep learning approaches have become increasingly popular. These approaches include convolutional neural networks [16], which apply a collection of adaptive filters to automatically extract local sequence features, and long short-term memory networks (LSTM) [17], which retain a memory that potentially allows for the detection of long-range interactions between sequence features. Newer methods have put substantial effort into engineering deep learning architectures to further boost performance [18]. It is important to note that many of these deep learning methods have been trained on tens of thousands of measurements of guide efficiency, and fusing datasets has played an important role in further increasing performance [19].

So far, relatively little attention has been paid to predicting guide efficiency for bacterial CRISPRi. The only study to date developed a LASSO regression model for predicting CRISPRi guide efficiency [20] with a limited sequence feature set using data from a single genome-wide CRISPRi screen in *Escherichia coli* [21], providing important proof-of-concept but also leading us to ask if larger datasets and more complex machine learning approach could further improve prediction. Here, starting with an investigation of the features driving depletion of guides targeting essential genes in CRISPRi screens using automated machine learning, we find that features associated with the targeted gene, such as expression, explain most of the variation in the data. Starting from this foundation, we develop a mixed-effect random forest that separates features affecting guide efficiency from effects due to the targeted gene while learning from multiple independent CRISPRi screens, allowing us to arrive at a predictive model of guide efficiency that we show improves on previous models using a saturating depletion screen of purine biosynthesis genes during growth in minimal medium. Our mixed-effect machine learning approach provides a general strategy for learning CRISPRi guide efficiency when only indirect measurements are available.

## Results

### Automated machine learning and feature engineering identify gene-specific effects in CRISPRi depletion screens

We set out to devise design rules for CRISPRi in bacteria by combining machine learning with large experimental datasets. The largest available datasets come from genome-wide depletion screens which provide only indirect measurements of guide efficiency (Fig. 1A). We began our investigation into the features affecting guide depletion by applying automated machine learning (autoML) in the form of the Auto-Sklearn package [22] that wraps classification and regression models implemented in the Python Scikit-learn package [23] in a Bayesian optimization framework.

**Fig. 1:**
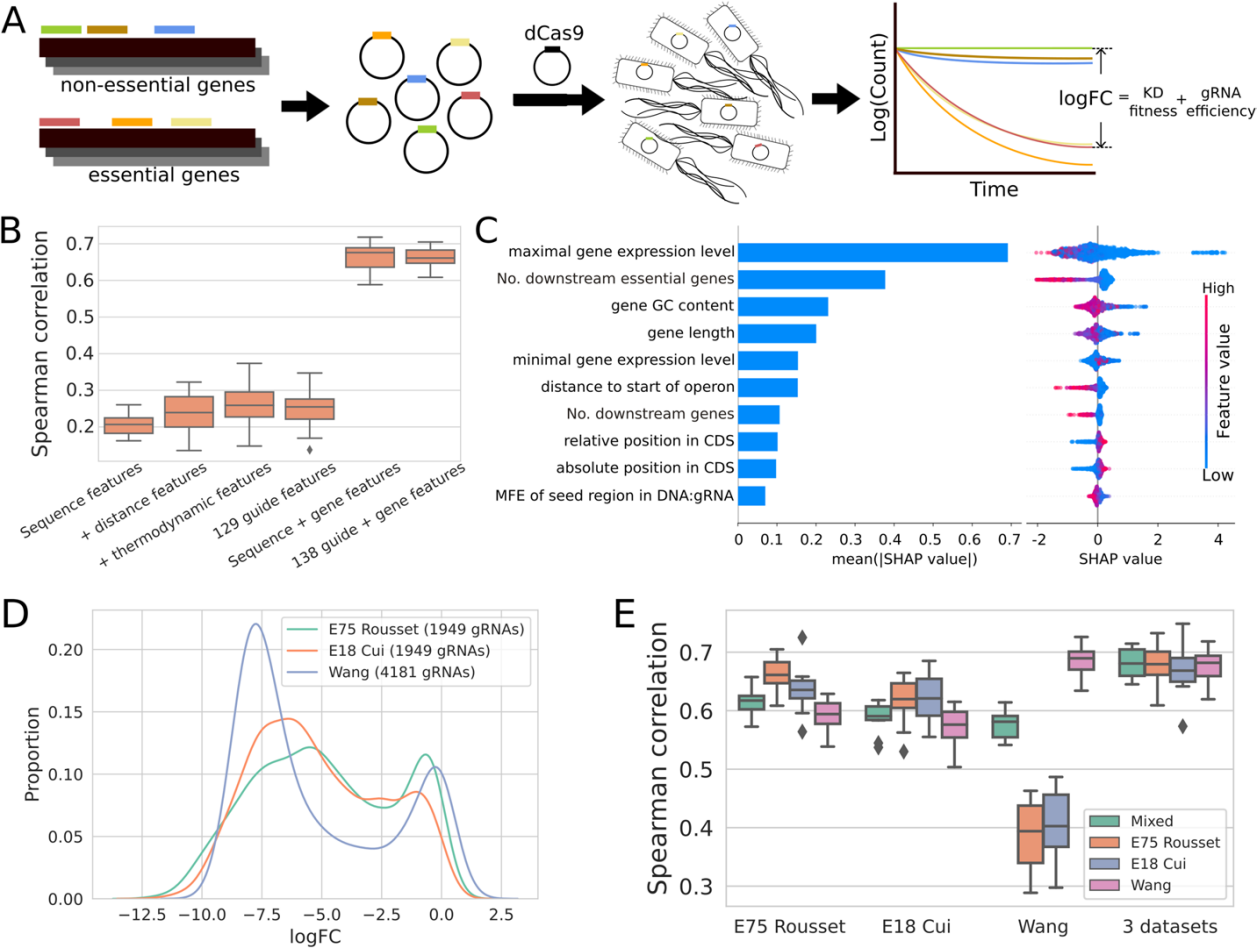
Automated machine learning and data fusion predicts depletion in CRISPRi essentiality screens. **A** An overview of CRISPRi essentiality screens. gRNAs are designed targeting every gene in the genome and cloned into an appropriate plasmid for expression. This plasmid collection is then transformed into the target bacteria, and depletion is measured as the change in guide frequency over growth determined by sequencing relative to a set of non-targeting gRNAs. The measured depletion (logFC) is then a mixture of the fitness effect of gene knockdown with the efficiency of silencing itself. **B** Comparison of Spearman correlation between actual and predicted guide depletion in tenfold cross-validation (CV) of the best model trained with Auto-Sklearn with different feature combinations, using data from [21]. **C** The ten most predictive features were determined using TreeExplainer on the optimal random forest model trained with Auto-Sklearn and 138 guide and gene features. Mean absolute SHAP value (left) provides a global measure of feature importance, while the beeswarm plot (right) shows the effect of each feature on each individual gRNA prediction. CDS: coding sequence. **D** Distribution of logFCs of gRNAs targeting essential genes from three CRISPRi genome-wide essentiality screens in *E. coli*. **E** Comparison of Spearman correlation from the tenfold CV of the best Auto-Sklearn trained model on one dataset or the three integrated datasets

We first asked how well we could predict gRNA depletion log_2_ fold-changes (logFCs) for essential genes as defined by the Keio collection [24], and what features would be required for accurate prediction. As essential genes should have an infinite fitness cost upon complete silencing, we initially assumed differences in depletion would mainly depend on features describing the gRNAs. We leveraged a published *E. coli* CRISPRi essentiality screen using dCas9 performed in a rich medium [21], which included 1951 guides targeting 293 essential genes. To predict depletion in this dataset, we engineered a series of feature sets of increasing complexity (Additional file 1: Fig. S1; Additional file 2: Table S1) starting with the one-hot-encoded gRNA and PAM sequence including four bases upstream of the gRNA target sequence and three bases following the NGG PAM. This resulted in a poorly performing model with a median Spearman’s *ρ* of ~ 0.21 in tenfold cross-validation (Fig. 1B; Additional file 2: Table S2, S3). We therefore iteratively added a set of additional features while monitoring changes in model performance. As targeting efficiency in bacteria has been suggested to depend on distance to the transcriptional start site [1, 25], the set included absolute and relative distance to the start codon. We also included a suite of thermodynamic features describing gRNA:target interactions predicted using the ViennaRNA package [26]: minimum free energy of the folded gRNA, hybridization of two gRNAs, and hybridization of the targeted DNA and gRNA [27]. These additional feature sets resulted in only moderate improvement in Spearman correlation (*ρ* ~ 0.25) for our predictions.

Given that features describing the guide sequences themselves were inadequate to predict guide depletion, we developed a series of genomic and expression features describing each targeted gene to investigate if they could improve the prediction of guide depletion (Fig. 1B; see also Feature engineering, Methods; Additional file 2: Table S1). We collected publicly available RNA expression data over growth in a minimal medium [28] and computed minimum and maximum expression values. We collected transcription unit (TU) information from RegulonDB [29] and calculated the distance from the target site to the start of the TU, the number of downstream genes in each TU, and the presence of other essential genes in the TU, and gene GC content. Incorporating these additional gene features led to a major improvement in prediction accuracy, with cross-validation performance jumping to a Spearman’s *ρ* of ~ 0.66 (*p* < 0.001 between the 129 guide feature model and full guide + gene features model, paired t-test.) This shows that autoML can rapidly produce predictive models of CRISPRi guide depletion, given a sufficiently rich feature set describing both guide and gene features.

To understand the contribution of these features to the prediction of gRNA depletion, we used SHapley Additive exPlanation values (SHAP values) computed with TreeExplainer [30] on the best performing random forest model produced by Auto-Sklearn (Fig. 1C; Additional file 2: Table S4). Of all considered features, maximal RNA expression in minimal medium had the single largest average effect on depletion, making an average of an ~ 1.6 fold-difference to the predictions. Unexpectedly, high target gene expression tended to be associated with higher depletion. The number of downstream essential genes also had a strong effect on depletion predictions with an average ~ 1.3-fold difference, indicating the presence of polar effects in CRISPRi screens. The rest of the top seven features all described the targeted gene, including GC content, gene length, and the distance to the operon start, but each had smaller effects than expression. The most predictive effects that could be manipulated during guide design were associated with guide distance to the transcriptional start site, but on average these had fairly small effects (~ 1.07 fold) compared to features associated with the target gene. These findings show that predictions made by our depletion models are dominated by the effects of gene features that can not be modified in guide design.

### Data fusion improves the prediction of gRNA depletion

Given that several gene essentiality screens have now been performed in *E. coli*, we next asked whether expanding our training dataset could improve the accuracy of our predictions, as has previously been shown for eukaryotic CRISPR editing applications [19]. To this end, we collected data from two additional CRISPRi screens of *E. coli* in a rich medium. First, we included data from an additional screen using the same gRNA library but with dCas9 expressed from a stronger promoter, which we refer to here as E18 Cui [31]. Second, we included data from a completely independent screen using a higher density library containing twice as many guides targeting essential genes (4,197, with 528 identical to gRNAs contained in Cui/Rousset), which we refer to as Wang [25]. We refer to the original data set as E75 Rousset. It is also worth noting that while the E18 Cui and E75 Rousset libraries were grown repeatedly to the stationary phase, the Wang library was collected in log phase. The level of depletion in each dataset exhibited qualitative differences, with Wang showing a clearer bimodal separation between depleted and non-depleted guides (Fig. 1D) and a reasonable correlation of depletion between datasets (*ρ* ~ 0.9 between E18 Cui and E75 Rousset; *ρ* ~ 0.75/0.79 between Wang and Cui/Rousset; Additional file 1: Fig. S2).

To investigate the impact of fusing these datasets on model performance, we trained a series of models using Auto-Sklearn with each dataset individually or in combination and then tested them on sets of guides held out from each dataset as well as a mixed test set (Fig. 1E; Additional file 2: Table S5). We additionally included a one-hot encoded dataset indicator as a predictor of potential batch effects. Unsurprisingly, models trained on single datasets tended to perform best on their cognate test set. Similarly, models trained on E18 Cui and E75 Rousset appeared to generalize better to each other than to the Wang dataset and vice versa. Combined training datasets produced models that generalized better across datasets (*ρ* ~ 0.58–0.62 tested on mixed data, vs *ρ* ~ 0.68; *p* < 0.001 for all comparisons, paired t-test) without degrading performance relative to models trained on individual datasets. In some cases, particularly for the Cui dataset, fused training sets actually improved performance on a test set drawn from a single dataset (*ρ* ~ 0.62 trained on Cui; *ρ* ~ 0.67 trained on fused data; *p* = 0.001, paired *t*-test). In each case, the best performing model chosen by Auto-Sklearn was either a random forest regression or a gradient-boosted decision tree model. In support of this observation, we trained a suite of different regressors individually and found that while all models benefited from data fusion, the gains were particularly large for random forest and gradient-boosted tree models (Additional file 1: Fig. S3). These findings suggest that both increased generalizability and accuracy can be achieved by integrating multiple data sources for training tree-based models for CRISPRi depletion.

### Segregating guide and gene effects produces a highly predictive model for CRISPRi guide efficiency

Our exploration of the features most predictive of gRNA depletion in competitive screens highlighted that features describing the targeted gene often made much larger contributions to the prediction than features describing the guide sequence. This is problematic for predicting guide efficiency from depletion screens, as this large gene-to-gene variation in depletion must be removed to properly extract the contribution of guide efficiency.

To isolate guide efficiency from measurements of depletion, we developed a method to fit and remove gene effects using Mixed-Effect Random Forest (MERF) regression [32] (Fig. 2A). The MERF model handles data with an underlying cluster structure by defining two separate models: a linear model that captures random effects associated with the cluster, and a random forest (or other complex model) that captures fixed effects associated with each individual measurement after removing cluster effects. These models are then jointly optimized in an iterative process using the expectation–maximization algorithm. In our case, the cluster structure corresponds to collections of guides targeting the same gene. Random effects capture the effects of features associated with each gene (e.g., expression level) as well as dataset. Fixed effects are fit to the residual guide efficiency after removing the effects of the targeted gene, and correspond to features that could be manipulated in gRNA design (e.g., PAM and guide sequence, thermodynamic properties). The final fixed effect model can then be used to predict the relative efficiency of guides targeting a gene of interest independently of gene features.

**Fig. 2:**
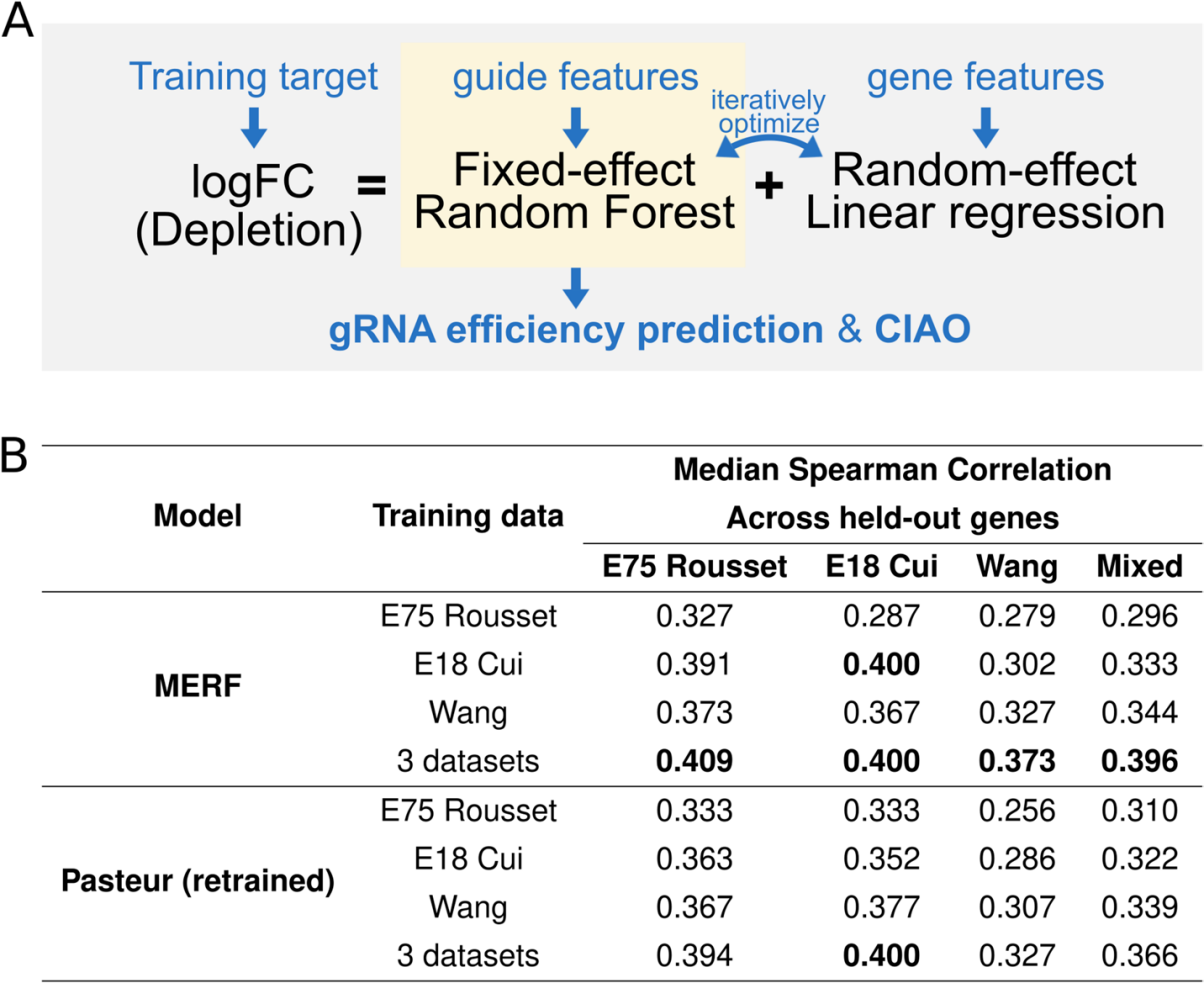
Segregating guide and gene effects produces a predictive model for CRISPRi guide efficiency. **A** An overview of the training process of the MERF model. The MERF model segregates depletion values into predictions from a fixed-effect random forest model capturing guide efficiency and a random-effect linear regression model capturing effects associated with the target gene and dataset. The trained fixed-effect random forest model is used for gRNA efficiency prediction and the web-based tool CIAO (ciao.helmholtz-hiri.de). **B** Evaluating predictions of guide efficiency after removing gene effects. Spearman correlations between predictions and measured logFC for held-out genes. Genes were held out in tenfold cross-validation, and the reported median Spearman correlation was calculated across all held-out genes

Since the fixed effect model from the MERF removes gene-specific effects to estimate guide efficiency, guide-wise cross-validation is not possible, as the true guide efficiency is unknown. As an alternative to guide-wise cross-validation, we developed a gene-wise cross-validation scheme. We trained new models using tenfold cross-validation, this time holding out all guides targeting a set of held-out genes (see also cross-validation, Methods; Additional file 2: Table S2), evaluating the Spearman correlation between predictions and measured depletion within each gene under the assumption that rank order should reflect guide efficiency within a gene. As a comparison, we retrained the previously published Pasteur model [20] on our training sets using the authors’ publicly available source code. Since the Pasteur model was designed to be trained on a single dataset, we implemented a scaling normalization method to make depletion values comparable across datasets (see Data integration, Methods; Additional file 1: Fig. S4) based on prior work on data fusion for Cas9 genome editing in eukaryotes [19]. A comparable normalization factor is calculated automatically within the MERF model through clustering guides targeting the same gene (Additional file 1: Fig. S4E).

As we had previously observed in our evaluation of predictions of guide-wise depletion, data fusion between multiple CRISPRi screens consistently improved performance across models for both the MERF and Pasteur model (Fig. 2B; *p* < 0.001 for the MERF trained on 3 datasets vs. MERF trained on any one dataset, paired *t*-test). The MERF trained on three datasets showed the best overall performance (*ρ* = 0.396 vs 0.366 for the retrained Pasteur model; *p* = 0.014, paired *t*-test). We additionally investigated two deep learning models, but neither had improved performance over the MERF (see Additional file 1: Supplementary Note), possibly due to the limited size of the training data. In sum, the MERF approach provides a straight-forward means of integrating datasets while isolating effects important for guide efficiency.

### Model interpretation with explainable AI illustrates rational design rules for CRISPRi

To understand the features underlying model performance, we again examined SHAP values for our fixed-effect random forest model using TreeExplainer (Fig. 3A; Additional file 2: Table S8) [30]. The strongest average effects were seen for distances from the start codon. It has previously been suggested that there is a negative correlation between distance from the start codon and guide efficiency [1], though this has been called into question in subsequent work [31]. To investigate this in our model, we plotted the relationship between the distance to the start codon and SHAP value. The SHAP value plots indicated a strong enhancement of guide activity within 60 bases of the start codon, but only weak effects deeper in the coding sequence (Additional file 1: Fig. S5AB and DE), supporting the absence of a linear relationship between distance and guide efficiency. There was a small but significant difference in the strength of the distance effect in the first 60 bases depending on whether a gene was the first in an operon (Additional file 1: Fig. S5C and F), suggesting that this effect may in part be due to interference with RNA polymerase recruitment or the initial stages of polymerase extension. Accordingly, including an indicator of whether a guide targets the first gene in an operon in our fixed effect model improved cross-validation performance (Additional file 1: Fig. S5G).

**Fig. 3:**
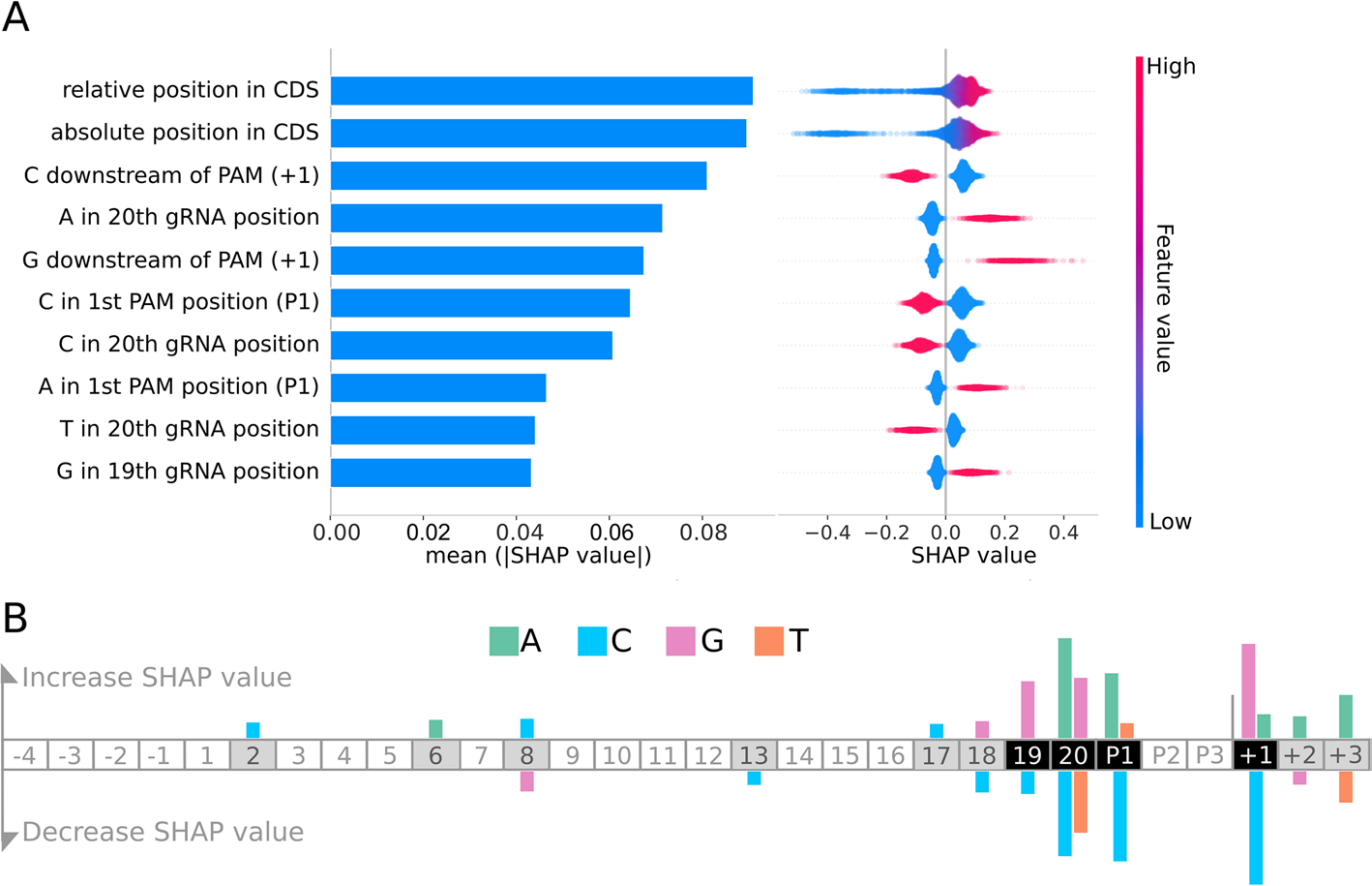
Important features for CRISPRi guide efficiency illustrate sequence preferences. **A** SHAP values for the top 10 features from MERF optimized random forest model. Global feature importance is given by the mean absolute SHAP value (left), while the beeswarm plot (right) illustrates feature importance for each guide prediction. CDS: coding sequence. **B** A summary of effects of sequence features. Increased SHAP values indicate features that lead to reduced guide efficacy, while decreased SHAP values indicate increased guide efficacy. The guide sequence is numbered G1 to G20 and the three positions of the PAM sequence are labeled P1, P2, and P3. Negative and positive numbers refer to positions preceding the guide sequence and following the PAM, respectively

Other top features involved residues in the vicinity of the PAM sequence (Fig. 3A and B). For instance, the presence of a cytosine directly downstream of the PAM increased guide efficiency, while guanosine at the same position decreased efficiency as has previously been observed for Cas9-based genome editing in eukaryotes [11]. This may in part be a result of sliding on the PAM sequence leading to formation of disfavored DNA bulges that destabilize the Cas9 complex [33]. Cytosine was favored at the variable position of the NGG PAM, also previously reported for Cas9 editing [11, 14]. In contrast, directly before the PAM sequence at position 20 of the guide, guanine and particularly adenine negatively impacted silencing efficiency, while cytosine and thymine increased efficiency — almost the exact inverse of previous reports for Cas9 efficiency in eukaryotic genome editing applications [11, 14]. These effects within and around the PAM sequence appeared to interact with each other, as we saw several instances where combinations of features had weaker or stronger effects than would be predicted from the effects of the single features alone (Additional file 2: Table S9).

### A saturating CRISPRi screen targeting purine biosynthesis genes independently validates performance of tree-based models and data fusion

Our cross-validation results indicated that the MERF-derived fixed-effect random forest trained on multiple datasets outperformed other methods in predicting guide efficiency. As independent validation, we initially explored low-throughput validation approaches, but the resulting data was too sparse to justify strong conclusions (Additional file 1: Fig. S6). To resolve this, we performed a high-throughput screen targeting nine genes from the purine biosynthesis pathway of *E. coli* known to be essential in minimal medium, spread across seven independent transcriptional units (Fig. 4A). These genes were not included in our initial training set as they are not essential in rich medium, providing a truly independent test set. 

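The purine screen used CRISPRi, in which a catalytically dead Cas9 (dCas9) directed by a guide RNA blocks transcription of the gene it is bound to. The authors' deposited table names each guide by its target gene and by its distance to the start codon, where a negative distance lies upstream of the start codon. It lists 742 targeting guides with a value at every time point, against the paper's 750 designed guides, so that 8 guides have no value. The number of guides with values per gene ranged from 35 for purE to 220 for purL. The density was between 1 guide per 13.9 bases of coding sequence in purH and 1 per 22.1 bases in purM. On the E. coli K12 MG1655 chromosome (assembly ASM584v2, the sequence version the paper names for its training data), purK lies at 551527 to 552594 and purE at 552591 to 553100, so that their annotated sequences overlap. The gene purF lies at 2428721 to 2430238, purC at 2596905 to 2597618, purM at 2621197 to 2622234 and purL at 2691656 to 2695543. The neighbours purD and purH lie at 4204642 to 4205931 and 4205943 to 4207532, and purA lies at 4404687 to 4405985. All 9 are protein-coding genes, and the target sites lie in or just upstream of their coding sequences. The strand of a guide's target is not given by the authors' deposited table, and single guides are therefore placed by their distance only.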

To avoid any bias in guide selection, we saturated all potential target sites in each gene, ending with a total of 750 gRNAs, including between 35 and 223 guides per gene. Duplicate samples were then collected at three time points during growth in M9 minimal medium and gRNA depletion was measured with reference to input samples, normalized using a set of 50 gRNAs designed not to target any *E. coli* sequence. Of these nine genes, *purE* and *purK* showed only small variation in guide efficiency (Additional file 1: Fig. S7A), and so were excluded as test genes.

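The cultures were E. coli K12 MG1655 carrying a dCas9 plasmid and the pooled guide library. Cells grown in LB, a rich medium, were washed and moved to M9 minimal medium at an OD600 of 0.01. Samples of 2 independent transformations were taken when the OD600 had reached 0.2, then 0.6, then 1. With the input libraries taken before the move to M9, this gave 8 samples, 2 for each of the 4 conditions. The authors merged the read pairs, assigned reads with a perfect match to the guides, kept guides with at least 1 CPM in at least 4 samples, and scaled the counts on the non-targeting guides. They then estimated in edgeR a log2 fold-change (logFC) of each time point against the input, with the replicate experiment as a term in the model, and a p-value from a quasi-likelihood F-test. Only these logFC and p-values, 1 of each per guide and time point over both replicates, were analysed here. Reads per sample are not part of the table, so the depth is not known from it. The paper states 800000 reads per sample for the sequencing run, a number that no value taken directly from the table depends on. The spread between the replicates is likewise not given, and the intervals below resample the guides of a gene, which are not replicates. Values at OD600 1 are the main ones, and those at OD600 0.2 and 0.6 are given as alternatives. The logFCs themselves depend on the time point. The authors' deposited table gave median logFCs between -6.36 in purE and -2.77 in purA at OD600 0.2, and between -8.59 and -3.56 in the same genes at OD600 1. The 50 non-targeting guides, on which the logFCs were normalized, are not listed in it.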

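Spread was measured as the interquartile range of logFC over the guides of a gene at OD600 1, with a 95% bootstrap interval from 10000 resamples of its guides. It was 0.341 for purE (0.227 to 0.465) and 0.41 for purK (0.262 to 0.723). Among the other 7 genes it ranged from 1.48 for purF (1.22 to 2.51) to 3.48 for purH (2.91 to 4.98), so that none of their intervals overlapped those of purE and purK. The smallest of these 7 ranges was 3.61 times the larger of the purE and purK ranges, and the ratio fell to 2.35 when the standard deviation over guides was used instead. At OD600 0.2 the ranges of purE and purK were 0.184 and 0.242, and those of the other genes lay between 1.03 and 2.61. At OD600 1, though not at OD600 0.6, the small spread went with the lowest medians. At OD600 0.6 purF had the lowest median logFC, -7.87, with an interquartile range of 1.46. The medians of purE and purK were -7.82 and -7.77 there. The authors' deposited table gave a median logFC at OD600 1 of -8.59 for purE and -8.54 for purK, against values from -8.25 for purF to -3.56 for purA in the other genes. The least depleted guides at OD600 1 in the authors' deposited table had logFCs of -6.07 in purE and -5.71 in purK. In the other genes the logFC of the least depleted guide in the authors' deposited table ranged from -2.72 in purF to 0.35 in purD, and it was above 0 in purA and purC as well. From this small variation, the paper left purE and purK out of the test genes.

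**Figure D1:**
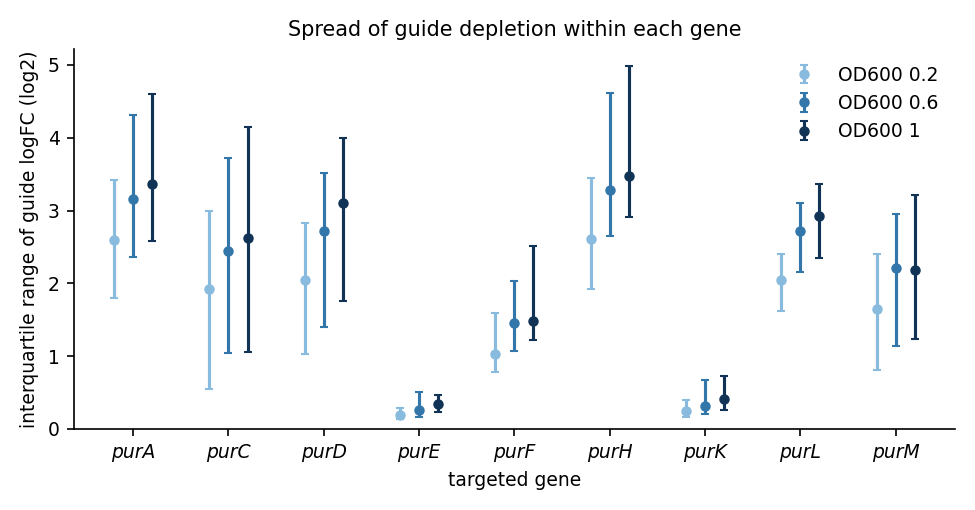
Interquartile range of guide logFC (log2) for each of the 9 targeted genes at the 3 time points. Points are the ranges over the guides of a gene and bars the 95% bootstrap intervals over guides. At each time point purE and purK lie below the other 7 genes, at 0.341 and 0.41 against at least 1.48 at OD600 1.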

**Fig. 4:**
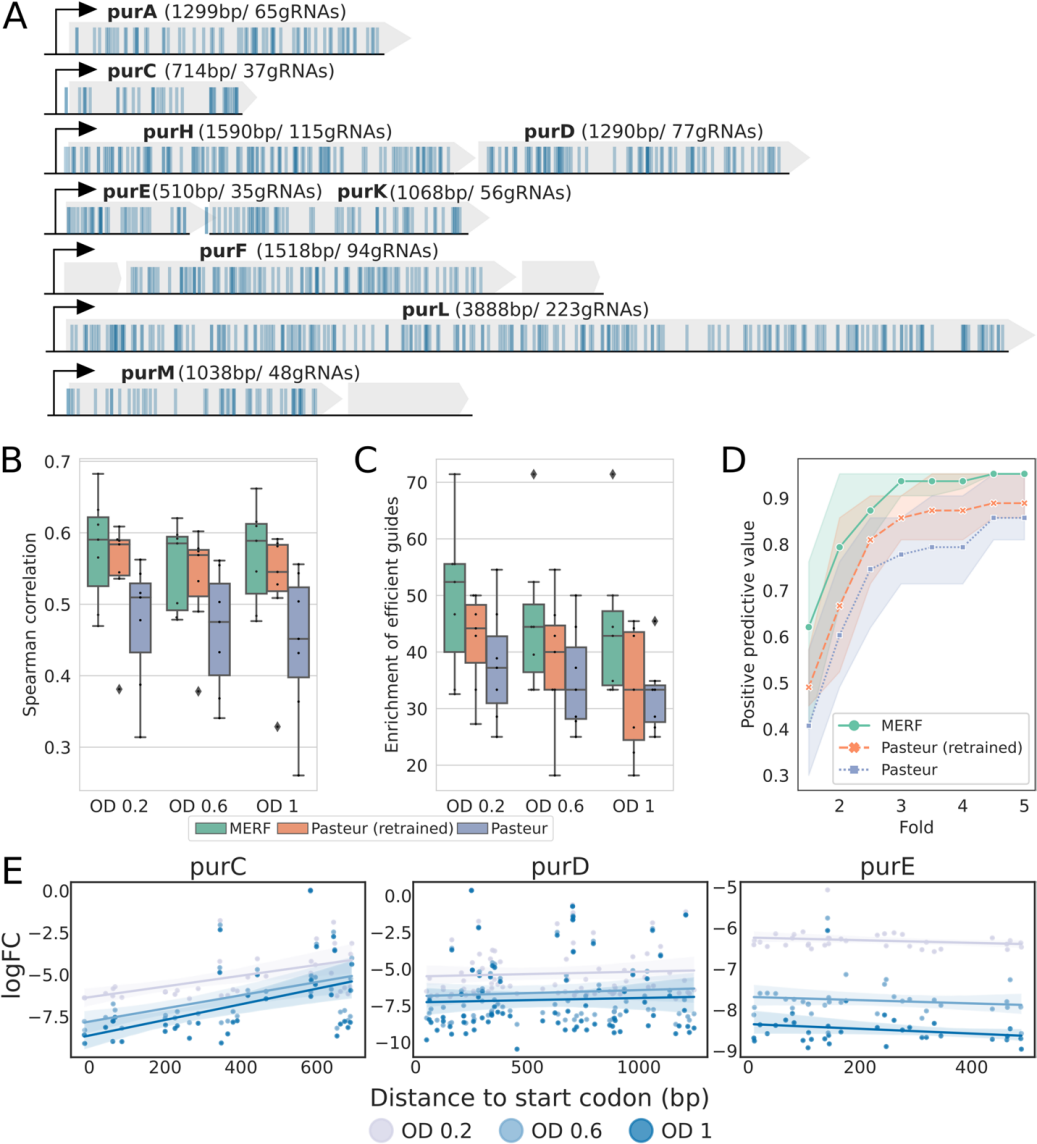
Independent validation of model performance using a saturating screen of purine biosynthesis genes. **A** Transcriptional architecture of the 9 targeted purine biosynthesis genes in *E. coli* K12 MG1655. All possible gRNAs were designed for each gene; each blue vertical line represents a gRNA. In total, 750 gRNAs were designed. Grey boxes represent genes, black arrows transcriptional start sites. **B** Spearman correlations between the predicted scores and measured logFC across collected timepoints.** C** Enrichment of efficient guides, calculated as the percentage of the experimentally determined 20% most efficient gRNAs in the predicted 20% most efficient gRNAs. The gRNAs are ranked within each gene. **D** Positive predictive values for all gRNAs across all time points. The predicted positives are defined as the top 3 predicted most efficient gRNAs for each gene, while the positive class includes gRNAs within N-fold of the depletion value of the most strongly depleted gRNA for each gene (*N* = 1.5–5 with a step size of 0.5). The boundaries of the shaded regions and points indicate PPV values for each time point. The genes *purE* and *purK* were excluded in **B**–**D**. **E** Measured logFCs for each guide as a function of distance to the start codon for *purC*, *purD*, and *purE*. The shaded regions indicate the 95% confidence interval for the fitted regression line. Plots for the other 6 genes included in the screen are given in Additional file 1: Fig. S7E

We first compared our MERF-derived fixed-effect random forest to the published Pasteur model and our retrained version of the Pasteur model by calculating the Spearman correlation between predictions from each model and the measured logFC for each gene (Fig. 4B). As in our cross-validation, we saw large boosts in performance for models trained on fused datasets (*ρ* ~ 0.478 for the original Pasteur vs. *ρ* ~ 0.569 for our retrained Pasteur model; *p* < 0.001, paired *t*-test), with a smaller further boost in correlation for the fixed-effect model from the MERF (*ρ* ~ 0.589; *p* < 0.001 MERF vs. original Pasteur model, paired *t*-test). To independently validate the importance of features previously identified by our SHAP analysis, we constructed a series of MERF models lacking either distance features or sequence features for each of the four sequence positions with the largest mean SHAP values (Additional file 1: Fig. S7B). This analysis showed removing any of these features leads to significant reductions in Spearman correlation on our validation screen (*p* < 0.001 for all comparisons, paired *t*-test). We also trained a baseline random forest model using the activity scores calculated to retrain the Pasteur model (Additional file 1: Fig. S7C). We found that this model performed slightly, but not significantly (*p* = 0.33, paired *t*-test), worse than the MERF indicating that our ability to handle non-linear feature interactions may be the primary driver of improved performance. We additionally tested several methods for predicting CRISPRi or CRISPR editing efficiency in eukaryotic organisms, but all exhibited poor performance on our purine screen dataset (Additional file 1: Fig. S7D).

To further investigate differences in performance between the three methods, we devised two additional metrics based on potential use cases. For the first, we calculated how well each method enriches for efficient guides, defined as being in the top 20% of guides for each gene based on observed depletion, mimicking guide selection that might be done in the context of genome-wide screening. 

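With the number of efficient guides rounded down, the top 20% made up 127 guides over the 7 test genes at OD600 1. The authors' deposited table put the cutoff between a logFC of -9.18 in purH and -8.60 in purC for 6 of these genes, and at -6.37 in purA. The guide at the cutoff differed from the next guide by at most 0.0636, and by 0.0212 in the median gene. The cutoff lay below the median guide of the gene by 0.65 in purF and by as much as 2.82 in purA. Membership also differed between the time points. Of the efficient guides at OD600 1, a median of 77.3% per gene were efficient at OD600 0.2 as well, and the share was lowest in purF at 55.6% and highest in purC at 100%. Over all 7 genes 96 of the 127 efficient guides were shared, which is 75.6% with a 95% Wilson interval from 67.4% to 82.2%. With the top 10% in place of the top 20%, the median share was 54.5%. Guides with unchanged ranks were not simulated, so how much of this change counting noise alone would give is open. Spearman's correlation across the guides of a gene between OD600 0.2 and 1 was between 0.919 in purF and 0.995 in purA, with a median of 0.968. Guides are not independent replicates, and both time points share the input libraries and were sampled from the same cultures. To gauge the shared input alone, guides with a common true logFC per gene were simulated at the paper's 800000 reads in every sample. The median share of efficient guides at both time points was then 22.7%, with 95% of simulations between 14.3% and 33.3% and the highest mean in purA at 40.2%, and the correlations had a median of 0.0625 over the same genes and the highest in purA at 0.461.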

Our fixed-effect model led to 10–15% increases in median enrichment of efficient guides relative to the original Pasteur model (*p* = 0.002, paired *t*-test), and 4–10% increases relative to our retrained version of the Pasteur model (*p* = 0.006, paired *t*-test), depending on the selected time point (Fig. 4C). For the second, we calculated the positive predictive value for each method when selecting the top three guides targeting each gene, mimicking guide selection that might be done when designing guides to selectively silence a particular gene of interest. 

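The share of guides within N-fold of the most depleted guide of their gene is the positive predictive value that guides drawn at random would have. At OD600 1 it was 22.3% within 2-fold as the mean over the 7 test genes, and pooled over genes 128 of 651 guides qualified, or 19.7% with a 95% Wilson interval from 16.8% to 22.9%. It differed between genes, from 2.6% in purD to 38.0% in purF. The time point changed this level, with means of 44.7% at OD600 0.2 and 28.9% at OD600 0.6. The reference is a single guide, and with the second most depleted guide of each gene as the reference the mean at OD600 1 was 27.9%. Within 1.5-fold the mean at OD600 1 was 11.3%, within 3-fold 40.3% and within 5-fold 53.4%. The predictions of the compared models were not analysed here.

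**Figure D2:**
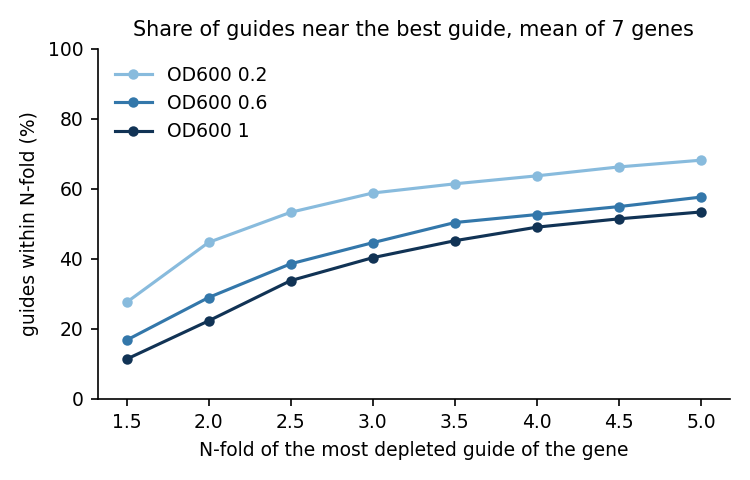
Percent of guides within N-fold of the most depleted guide of their gene, as the mean over the 7 test genes, for N from 1.5 to 5 in steps of 0.5, with a line for each OD600. The share falls from OD600 0.2 to OD600 1 at every N, from 44.7% to 22.3% at 2-fold.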

For the fixed-effect model, there was a 79% chance of selecting a guide that led to depletion within two-fold of the most efficient guide for each gene (Fig. 4D), compared to 67% and 60% for our retrained and the original Pasteur model, respectively (*p* = 0.004 and *p* < 0.001, paired *t*-test). 

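The depletion of the most depleted guide of each gene depended on the gene and the time point. The authors' deposited table gave the smallest such depletion at OD600 1 for purA, where the guide 315 bases from the start codon was depleted 259-fold. It gave the largest for purD, where a guide was depleted 1422-fold, followed by 1102-fold in purL (guide at 836 bases), 934-fold in purK (894 bases) and 910-fold in purH (1 base). The authors' deposited table further lists 765-fold in purM (334 bases), 733-fold in purF (36 bases), 551-fold in purC (12 bases upstream, at -12) and 499-fold in purE (489 bases). The most depleted guides would rest on the fewest reads if all guides started at equal abundance. Reads were not analysed here, so the noise in these values and in their order is unknown. The order of single guides changed between time points. The purD guide ranked 14 of 77 guides at OD600 0.2 with 103-fold depletion in the authors' deposited table, and the purK guide 17 of 56 with 84.2-fold. Over the 9 genes, the lowest and highest values in the authors' deposited table were 60.0-fold in purA and 163-fold in purH at OD600 0.2, and 185-fold in purA and 849-fold in purM at OD600 0.6. With the second most depleted guide of each gene, the range at OD600 1 was from 227-fold in purA to 1044-fold in purL.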

Given that the most efficient guides we observed across genes were depleted ~ 60–1000-fold (Fig. 4E; Additional file 1: Fig. S7E), a two-fold deviation still represents substantial depletion. Qualitatively similar differences in PPV between methods were seen using different thresholds for efficiency or when picking the top four or five predicted most efficient guides (Additional file 1: Fig. S7F). In summation, we find that data fusion improves performance across model types in our completely independent validation screen, and that the fixed-effect random forest model from the depletion MERF further increases performance over the previous methods on a variety of realistic tasks.

## Discussion

In this study, we developed a predictive model for CRISPRi guide efficiency using mixed-effect machine learning and integrated data from three gene essentiality screens in *E. coli*. Our approach was based on two primary insights: that effects from the targeted gene dominate over the effects of guide efficiency in depletion screens, and that fusing data across multiple screens can improve prediction accuracy and generalizability. We trained a mixed-effect random forest model (MERF) that uses a linear random-effect model to capture the confounding effects of the targeted gene and dataset and a fixed-effect random forest that captures the residual effect of guide efficiency on depletion. We showed that this fixed-effect random forest model improves on previous predictive models using both gene-wise cross-validations on our training data as well as a fully independent screen of guides targeting purine biosynthesis genes essential in minimal medium. These investigations provide a blueprint for developing similar predictive models in the absence of direct measurements of guide efficiency, both for other CRISPR-Cas systems [34] and technologies, as well as for CRISPRi in different bacteria where design rules may vary. We have made a web server for predicting CRISPRi guide efficiency using our MERF publicly available at: https://ciao.helmholtz-hiri.de.

Beyond developing a predictor for CRISPRi guide efficiency, our process of model development and validation provided several new insights into the behavior of CRISPRi screens. Strikingly, we found that gene expression was the single largest contributor to predictions of gene depletion as measured by SHAP values, where higher expression was associated with higher depletion. As the availability of transcriptomics data may be lacking for some organisms, we also tested the possibility of using the codon adaptive index (CAI) as a proxy, with promising results (Additional file 1: Fig. S7 GH and I), indicating that this observation is not an artifact of the expression dataset we used.

Similarly, our saturating purine validation screen revealed previously unobserved features of CRISPRi depletion screens. It has been suggested that CRISPRi guide efficiency is highest near the transcription start site and declines further into the coding sequence [1, 25]. In contrast to this, we saw at least three distinct patterns of depletion across genes (Fig. 4E and Additional file 1: Fig. S7E): *purC* and *purM* showed the expected trend towards decreasing efficiency along the gene; the majority of genes had good and bad guides distributed across the length of the gene with no clear positional preference; and *purE* and *purK* showed very little variation in guide efficiency. These differences in the relationship between distance to the start codon and guide efficiency were surprising, as distance features were clearly important to our model predictions (Fig. 3A). 

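Spearman's correlation between logFC at OD600 1 and the distance to the start codon was computed across the guides of each gene, where a positive value means weaker depletion farther along the gene. Each was tested by a two-sided permutation test with 100000 permutations and adjusted over the 9 genes by the Benjamini-Hochberg method. For purC it was 0.502 over 37 guides (permutation p = 0.00208, adjusted 0.00936), and for purM 0.443 over 47 guides (permutation p = 0.00196, adjusted 0.00936). The median logFC of the guides before and after the midpoint of the gene went from -8.18 to -6.25 in purC and from -8.65 to -7.34 in purM, as computed from the authors' deposited table. In purA, purD, purF, purH and purL the correlations lay between -0.0152 and 0.0959. They were -0.17 in purE and -0.0807 in purK, where the logFCs themselves varied little, and among these 7 genes the lowest permutation p was 0.311 (adjusted 0.689). The mean correlation of purC and purM, 0.472, was larger than that of the other 5 test genes, 0.0451, by 0.427 (permutation p = 0.00029, positions permuted within each gene). The paper set these 2 genes apart for their trend along the gene in the same screen, so the test is not independent of their choice. Against the largest difference over all 21 pairs of the 7 test genes, chosen after the values were seen, the permutation p was 0.00085, and 0.0912 when the guides were shifted in a circle along each gene so that neighbours stayed together. Guides are not independent replicates, since neighbouring guides share sequence. The correlations of purC and purM were 0.534 and 0.544 with guides thinned to at least 20 bases apart, over 18 and 23 guides, with adjusted permutation p of 0.112 and 0.0709. Without the guides within 60 bases of the start codon they were 0.412 and 0.294, with adjusted permutation p of 0.141 and 0.268. Without the 2 least depleted guides they were 0.544 and 0.458, and the Pearson correlations were 0.494 and 0.35, the second with an adjusted permutation p of 0.0685. From the differences between genes, the paper describes at least 3 patterns of depletion.

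**Figure D3:**
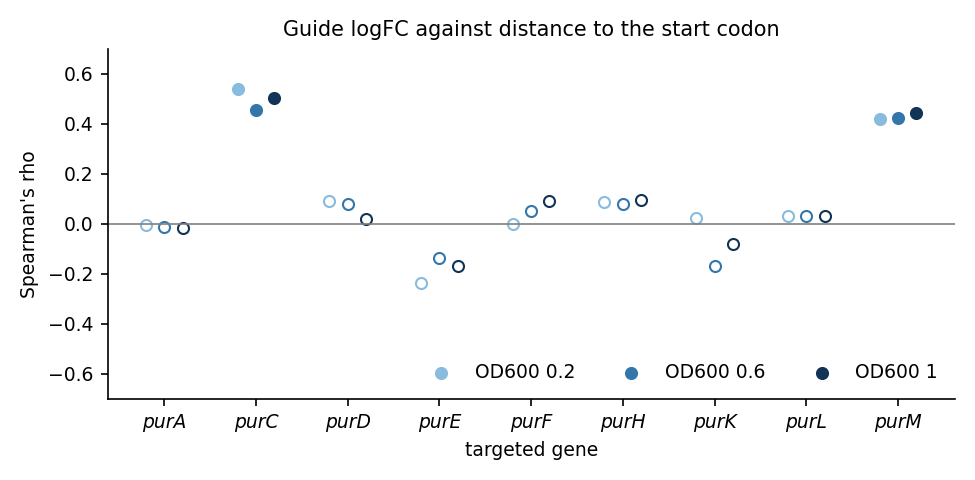
Spearman's correlation between guide logFC and distance to the start codon for the 9 genes at the 3 time points. Filled points have a permutation p under 0.05 after Benjamini-Hochberg adjustment over the 9 genes and open points do not. Only purC and purM have filled points, at all 3 time points, with 0.502 and 0.443 at OD600 1.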

We attempted to train a model excluding distance features, but this substantially degraded performance on predicting depletion in our high-throughput screen (Additional file 1: Fig. S7GH and I). Investigation of the effects of our distance feature on predictions indicates a sensitive region of ~ 60 bases from the start codon where silencing is more effective, possibly associated with transcription start sites or the early steps of transcriptional elongation (Additional file 1: Fig. S5); additional work will be required to confirm this. In sum, our screen of guides targeting purine biosynthesis genes highlighted some unexpected features of CRISPRi while also independently validating the improved performance of our random forest model compared to previous approaches.

Prediction of guide efficiency will become increasingly important with more complex applications of CRISPR technologies. In particular, the potential for multiplexing CRISPRi could be transformative when compared to established technologies. One example of this would be in screening for fitness interactions between genes. The current state-of-the-art is based on arrayed mating of single gene deletion libraries [35, 36], which is both labor intensive and technically challenging, and becomes increasingly so when querying higher-order interactions [37]. A similar example is in metabolic engineering where multiplexed CRISPRi can be used to modulate biosynthetic pathways to optimize production of a particular metabolite for industrial applications [38]. The development of CRISPR array technologies that can co-express as many as 22 guides simultaneously [9, 10] should accelerate the development of these approaches. However, large-scale, multiplex applications will require better tools for guide design to ensure robust results. Individually screening guides for activity quickly becomes prohibitive when one considers applications that require hundreds or thousands of guides. The machine learning approach presented here provides a straight-forward solution to this problem.

While we focused here on applications of CRISPRi with dCas9 in *E. coli*, the techniques we have developed are in principle generic and could be extended to CRISPRi with any catalytically-dead nuclease in any bacterium of interest, or even to entirely different CRISPR technologies. For instance, we recently applied the same basic methodology to investigate the features underlying autoimmune activation of Cas13 targeting cellular RNA [34]. It is becoming increasingly clear that the performance of CRISPRi depends on both genetic background and the specific Cas protein used. For instance, *Streptococcus pyogenes* dCas9 expression has low silencing efficiency in some bacteria and can even be toxic [39], forcing the adoption of alternative Cas effector nucleases [40]. Alternative Cas effectors have large differences in their PAM preferences and the stringency of the PAM requirement [41]; presumably, alternative dCas proteins may also respond differently to the other gene and guide features described here. The approach outlined here, applying autoML and explainable AI to rapidly arrive at a description of the design rules underlying the efficiency of CRISPRi silencing, provides a means to rapidly characterize the behavior of new dCas proteins as genome-wide screening data becomes available.

## Conclusions

Prediction of CRISPR guide efficiency is essential to the effective application of CRISPR-based technologies. However, training prediction algorithms requires large amounts of data, and direct measurements of guide efficiency are often difficult to obtain at the scale required for machine learning applications. Here we have developed a mixed-effect machine learning approach that can use more easily obtained indirect measurements to produce an accurate predictor of guide efficiency. We applied this to predicting CRISPRi guide efficiency in bacteria from depletion screens, producing a best-in-class guide efficiency prediction method and identifying key features that affect gene silencing. Our method should be broadly applicable to predicting the efficiency of CRISPR guides in systems where only indirect measurements of guide activity are available.

## Methods

### Training datasets

We collected the data from three previous CRISPRi genome-wide essentiality screens in *E.coli* K12 MG1655 [21, 25, 31]. The sequence, targeted gene, gene position, and fitness effect of each gRNA were retrieved from the supplementary information of each study. Gene sequences and positions were updated to be consistent with the latest reference genome version (NCBI: NC_000913.3). We discarded gRNAs from the Wang data set previously removed as having insufficient read counts [25] or sequences from the Rousset and Cui datasets that differed from the reference sequence due to differences in the genome versions. 8099 gRNAs targeting the coding-strand within the coding regions of essential genes were extracted in total from all three datasets.

### Feature engineering

A Python script (feature_engineering.py) was used to compute 138 sequence, thermodynamic, genomic, and transcriptomic features (Table S1). 30-mer sequences, from 4 bp upstream of gRNA to 3 bp downstream of the PAM sequence, were one-hot encoded to 120 (30 × 4) features. Thermodynamic features including minimum free energy for different interactions (the hybridization of gRNA and target DNA, the hybridization of the seed region of gRNA and target DNA, the homodimer of gRNA, and the monomer of gRNA) were computed using the ViennaRNA Package [26]: RNAduplex (version 2.4.12) for RNA:RNA hybrids; RNAduplex (version 2.1.9 h) for DNA:RNA hybrids [27]; RNAfold (version 2.4.12) for single RNA folding. The seed region was defined as the 8 nt PAM-proximal region in the gRNA. The CRISPRoff score (deltaGB) was calculated using the energy function in the CRISPRoff pipeline v1.1.2 [42] with ViennaRNA Package version 2.2.5 (deltaGB_calculation.py). Homopolymer was defined as the number of consecutive repetitive nucleotides in the gRNA sequences. Genomic features including gene and operon organizations were based on the reference genome, essential genes as determined in the Keio collection [24], and transcriptional unit definitions from RegulonDB [43]. Transcriptomic data including gene expression levels across growth at ten different ODs were obtained from a previous study [28]. Minimal or maximal expression levels were calculated across the range of ODs until the growth phase when cells were collected in each CRISPRi screen: OD 1.4 for the Wang dataset, and all ODs for the Rousset and Cui datasets. The codon adaptation index (CAI) for each gene was calculated using CAIcal [44]. The resulting feature sets are available on GitHub.

### Cross-validation for machine learning methods

To evaluate the models for depletion prediction, training, and test sets were split guide-wise based on unique gRNA sequences. tenfold cross-validation was used to evaluate model performance. 10 test sets, with the number of samples ranging from 786 to 855 targeting 245 to 262 genes, were kept identical regardless of training data. The minimum and median Hamming distances were 6 and 21 between the train and test sets in each iteration and between test sets, as calculated with the Hamming function from SciPy (version 1.10.0) (Virtanen et al., 2020). For each iteration, the Spearman correlation between measured depletion values and predicted values for all test samples was calculated.

To evaluate the models for gene efficiency prediction, training, and test sets were split by gene based on gene identifier. tenfold cross-validation was used to evaluate model performance. 10 test sets, with the number of samples ranging from 624 to 806 gRNAs targeting 30 or 31 genes, were kept identical regardless of training data. The minimum and median Hamming distance between the train and test sets in each iteration and between test sets were 7 and 21. For each iteration, the Spearman correlation between measured depletion values and predicted values for each held-out gene was calculated. For MERF, predictions were performed using the fixed-effect model. The gRNAs used in each train-test split are listed in Table S2.

### Predictive models for depletion

The automated machine learning toolkit auto-sklearn (version 0.10.0) [22] was used to develop optimized machine learning regression models. For auto-sklearn, the AutoSklearnRegressor function was used and all possible estimators were included, which include a variety of tree-based and linear regression methods. We allowed one hour to search for an optimal model, with six minutes allowed to optimize each set of models and hyperparameters. tenfold cross validation was used as the resampling strategy to avoid overfitting. Models were evaluated using mean square error. Feature types for each feature are listed in Table S1^2^. The selected models were saved and used with scikit-learn for downstream analysis.

Simple linear regression, LASSO, elastic net, SVR, random forest, and histogram-based gradient boosting models were separately trained using scikit-learn (version 0.22.2) [23].

### Segregation of guide and gene effects with MERF

We removed genes with less than 5 gRNAs in each dataset to stabilize estimates of median gRNA activity scores for a fair comparison between the MERF and models requiring scaling data integration (see below), resulting in 7400 gRNAs in total. This included 1618 gRNAs targeting 171 genes from E75 Rousset/E18 Cui and 4164 targeting 300 genes from Wang.

MERF models were trained using the package merf (version 1.0). Hyperparameters for the final fixed-effect random forest model were optimized using hyperopt (version 0.2.5) [45]. The search space included: “bootstrap” either True or False, “n_estimators” from 50 to 1000 with a step of 10, “max_features” from 0 to 1, “max_depth” from 2 to 30 with a step of 1, “min_samples_leaf” from 1 to 20 with a step of 1, “min_samples_split” from 2 to 20 with a step of 1 (for more details, see MERF_crispri.py on GitHub). 129 guide-specific features were assigned as fixed effects, while 9 gene-specific features were assigned as random effects. The random effect matrix was standardized with the default StandardScaler function from scikit-learn. 301 unique gene IDs were used as cluster IDs. To train simplified models excluding transcriptomic measurements (Fig. S7E–G), the CAI value, gene length, gene GC content, and dataset were included for the random-effect model. The output from the complete MERF model was in the range of − 12 to + 2, and output from the fixed-effect random forest was in the range of − 7 to − 2.5.

In all cases, the fixed effect was used for prediction (i.e., in cross-validation and validation with the purine screen), requiring only features associated with the guide sequence.

### Data integration for retrained Pasteur and deep learning models

For the Pasteur and deep learning models, logFC values were scaled to integrate the datasets, adapted from a previously applied data fusion method [19]. First, the mean of logFCs of E75 Rousset and E18 Cui were calculated and used as the scaled logFC (Fig. S4B–D). Then linear regression was performed between the logFCs in Wang and scaled logFCs in E75 Rousset for 378 overlapping gRNAs. All of the logFCs from Wang were then scaled by the fitted slope and intercept values (Fig. S4B). The 378 overlapping gRNAs in Wang were excluded in the subsequent training. Activity scores were calculated by subtracting the scaled logFC of each gRNA from the median scaled logFC for each gene across all 3 datasets (Fig. S4A). For cross-validation, scaling was performed within each test fold to avoid possible leakage of information between test and training sets.

### Deep learning model implementation and training

Deep learning models were trained using pytorch (version 1.8.1) [46] and pytorch-lightning (version 1.5.10). For our custom 1D CNN model, sequence features were processed using 1D convolutional layers and later concatenated with other guide features (Fig. S8A). Concatenated features were further processed with fully connected layers. Three 1D convolutional layers were implemented sequentially with input channels 4, 64, and 64, output channels 64, 64, and 32, kernel size 5, 3, and 1, and stride 2, 2, and 1, respectively. For fully connected layers, output dimensions are 128, 64, 32, and 1 (which is predicted gRNA efficiency). The first three fully connected layers are accompanied by batch normalization [47], ReLU, and dropout [48] (*p* = 0.5). We trained the model using AdamW [49] optimizer with learning rate of 0.001 and batch size of 32.

For CGx_CRISPRi, we implemented the CRISPRon architecture (CGx) modified to include our nine non-sequential guide features (distance features, thermodynamic features, etc.) concatenated to the processed sequential features. To test the effect of incorporating the deltaGB score [42], the four thermodynamic features were replaced with deltaGB, resulting in concatenating five non-sequential guide features to the processed sequential features. We trained the model using the Adam optimizer [50] with a learning rate of 0.001 and batch size of 32. We additionally tested a learning rate of 0.0001 and batch size of 500 as used in the original CRISPRon implementation [19], but saw only minor differences in performance (Table S7).

### Model interpretation

Tree-based models, including depletion prediction models, and the fixed-effect model from MERF were interpreted using TreeExplainer from the python shap package (version 0.39.0) [30].

SHAP values were calculated using the “shap_values” function in TreeExplainer with 80% of the samples for depletion prediction models and all samples for guide efficiency. SHAP value plots were generated with the “summary_plot” function in shap.

SHAP interaction values were calculated using the “shap_interaction_values” function in TreeExplainer with 1000 guides. Absolute SHAP interaction values were averaged over 1000 samples. The rank of interaction was obtained based on the sorted mean absolute SHAP interaction values across all unique feature pairs. To compare interaction effects to expectations based on single-feature SHAP values, four feature combinations were considered: both absent (− / −), only the first feature present (+ / −), only the second feature present (− / +), and both present (+ / +). For the top 5,000 interacting feature pairs, the SHAP values for each feature in samples with each combination of features were extracted. For each feature pair (F1 and F2), the expected value for + / + was calculated as the sum of the median F1 SHAP values for + / − samples with the median of F2 SHAP values for − / + samples, while the expected value for − / − was calculated as the sum of the median F1 SHAP values for − / + samples and the median of F2 SHAP values for + / − samples.

### Strains and growth conditions

All strains, plasmids, and primers are listed in Supplementary Table S15, S16, and S17. *E. coli* cells were grown in Lysogeny Broth (LB) (10 g/L NaCl, 5 g/L yeast extract, 10 g/L tryptone) at 37 °C with shaking at 250 rpm. To maintain plasmids, the antibiotics ampicillin, chloramphenicol, and/or kanamycin were added at 50 µg/mL, 34 µg/mL, and 50 µg/mL, respectively as necessary. For screening experiments, *E. coli* MG1655 was grown in M9 minimal medium (1 × M9 salts, 1 mM thiamine hydrochloride, 0.4% glucose, 0.2% casamino acids, 2 mM MgSO4, 0.1 mM CaCl2) supplemented with the appropriate antibiotics.

### Validation of GFP silencing by flow cytometry in *E. coli* and *S.* Typhimurium

To investigate gene repression efficiency, 19 sgRNAs were selected to target the coding strand of a *degfp* reporter gene at different positions in *E. coli* BL21(DE3) (Table S1^5^). Cells were initially transformed with three compatible plasmids encoding dCas9, a *degfp*-targeting sgRNA, and a deGFP reporter (Table S17). For normalization purposes, a positive control strain harboring a non-targeting sgRNA and a negative control strain lacking the *degfp* encoding reporter plasmid was included. Overnight cultures of cells harboring the above-mentioned plasmids were back-diluted to OD_600_ ~ 0.01 in LB medium with ampicillin, chloramphenicol, and/or kanamycin and incubated with shaking at 250 rpm at 37 °C, until reaching an OD_600_ of 1. Cultures were then diluted 1:25 in 1 × phosphate-buffered saline (PBS) and analyzed on an Accuri C6 flow cytometer with C6 sampler plate loader (Becton Dickinson) equipped with CFlow plate sampler, a 488-nm laser, and a 530 + / − 15-nm bandpass filter. Forward scatter (cutoff of 11,500) and side scatter (cutoff of 600) were used to eliminate non-cellular events. The mean green fluorescence value (measured by the FL1-H channel) across 30,000 events within a gate set for *E. coli* was used for further analysis. The log fold repression of each gRNA was calculated as the ratio between the difference in fluorescence values between the gRNA and negative control, and the difference between the positive and the negative control, followed by log transformation. The mean log fold repression across three replicates was compared to predicted values from the machine learning models (Table S10 and S12).

For experiments with *S.* Typhimurium, the procedure was similar, but cells were grown until an OD_600_ of ~ 0.8 before analysis on an Accuri C6 flow cytometer. To eliminate non-cellular events, the forward scatter (cutoff of 10,000) was used and the mean green fluorescence value (FL1-H) across 30,000 events within a gate set for *S.* Typhimurium was used for data analysis as described above across four replicates (Table S10 and S12).

### Generation of the sgRNA library for purine biosynthesis genes

Nine genes (*purA*, *purC*, *purD*, *purE*, *purF*, *purH*, *purK*, *purL*, *purM*) in the purine biosynthesis pathway in *E. coli* MG1655 were selected for the saturating screen in M9 minimal medium. All possible 20 nt gRNAs with an NGG PAM, GC content between 30 and 85%, and without BbsI restriction sites were included in the library, resulting in 750 gRNAs (Table S13). The minimum and median Hamming distance of the 30-mer sequences between the 750 gRNAs and the training data from three essentiality screens were 7 and 21.

For the sgRNA library, plasmid DC512 served as a backbone, following a previously established protocol [9]. To generate a library with 800 sgRNAs (including 50 randomized non-targeting sgRNAs; Table S13), 800 forward and reverse oligonucleotides each encoding one spacer and a 4-nt junction, were synthesized as an oPool (1600 oligos at 10 pmol/oligo) by Integrated Device Technology (IDT). The same 5′ and 3′ assembly junction sequences were used for all spacer pairs leading to the same integration site within the backbone (5′ TAGT overhang at the 5′ end and a 3′ AAAC overhang at the 3′ end). Supplementary Table S17 contains the specific oligonucleotides and assembly junctions used for the library generation. The oligos were phosphorylated and annealed to form dsDNA with a 5′ and 3′ overhang. The steps of phosphorylation and annealing were combined and conducted in one pot, by adding 8,000 fmol of the oPool and 1 µl T4 polynucleotide kinase (10 units) to 5 µl 10 × T4 ligation buffer and then, adding water until reaching a final volume of 50 µl. After mixing briefly by pipetting the mix was incubated at 37 °C for 30 min in a thermocycler and then incubated at 65 °C for 20 min in a thermocycler to heat-inactivate the kinase. For the annealing of the forward and reverse oligo pairs, the following thermocycler steps were added: 95 °C for 5 min, 94 °C for 15 s, decrease by 1 °C, and hold for 30 s for 79 cycles. For integrating the dsDNA inserts into DC512, 400 fmol of the dsDNA, 20 fmol of backbone plasmid, 0.5 µL of T4 ligase (1000 units), and 1.5 µL of BbsI (15 units) were added to 2 µL of 10 × T4 ligation buffer, then water was added to reach a total volume of 20 µl. A thermocycler was used to perform 35 cycles of digestion and ligation (37 °C for 2 min, 16 °C for 5 min) followed by a final digestion step (60 °C for 10 min) and a heat inactivation step (80 °C for 10 min). After NdeI digestion (37 °C, 1 h) of the ligation mix to remove any remaining original backbone plasmids and subsequent ethanol precipitation, 10 µl of the ligation mix was transformed into electrocompetent *E. coli* NEB10 beta (NEB, Ipswich, MA, USA), following the manufacturer’s instructions. After transformation and recovery in 1 ml SOC for 1 h at 37 °C with shaking at 250 rpm, different dilutions of the recovered cells were plated on LB agar containing the appropriate antibiotic and incubated for 16 h to check the number and color of the resulting colonies (ensuring a ~ 58X coverage). The rest of the recovered culture was added to 100 mL LB medium containing the appropriate antibiotic and incubated at 37 °C with shaking at 250 rpm to OD_600_ ≈ 1. Cells were harvested by centrifugation and subjected to plasmid extraction. Sanger sequencing was used to validate the library plasmid DNA.

### Purine screen experiment

*E. coli* strain MG1655 was initially transformed with a dCas9 encoding plasmid (2.0 kV, 200 Omega, and 25 μF). The resulting strain SG332 was then transformed with the sgRNA library by electroporation and recovered in 900 µl SOC for 1.5 h at 37 °C with shaking at 250 rpm. Different dilutions of the recovered cells were plated on LB agar containing the appropriate antibiotics and incubated for 16 h to check the number of the resulting colonies (~ 56^5^ colonies). The recovered culture was back-diluted to OD_600_ 0.01 in LB medium with appropriate antibiotics and incubated at 37 °C with shaking for 13 h. Subsequently, 5 mL of the culture was sampled and the library was extracted by miniprep (Nucleospin Plasmid, Macherey–Nagel) to obtain the initial sgRNA distribution. The calculated amount of culture to reach OD_600_ 0.01 in 50 ml M9 minimal medium, was sampled and washed twice with M9 minimal medium to remove traces of the LB medium. The culture was incubated at 37 °C with shaking until it reached OD_600_ 1, allowing ~ 6 replications. 5 ml of the culture was sampled at OD_600_ 0.2 and OD_600_ 0.6, and at OD_600_ 1, and the library was extracted by miniprep. The experiment was performed in duplicate starting from two independent transformations of MG1655 with the plasmid library.

### Library sequencing

The sequencing library was generated using the KAPA HiFi HotStart Library Amplification Kit for Illumina® platforms (Roche) and the primers listed in Supplementary Table S17. The first PCR adds the first index. The second PCR adds the second index and flow cell-binding sequence. The amplicons of the first and second PCR reactions were purified using solid-phase reversible immobilization beads (AMPure XP, Beckman Coulter) following the manufacturer’s instructions to remove excess primers and possible primer dimers. The sequencing library samples, with the required DNA concentrations ranging from 100 pg to 200 ng in a total volume of 10 µL, were submitted to the HZI NGS sequencing facility (Braunschweig, Germany) for paired-end 2 × 50 bp deep sequencing with 800,000 reads per sample on a NovaSeq 6000 sequencer.

### Sequencing data processing

Paired-end reads were merged using BBMerge (version 38.69) [51] with parameters “qtrim2 = t, ecco, trimq = 20, -Xmx1g”. Merged reads with perfect matches were assigned to the gRNA library using a Python script. After filtering guides for at least 1 count per million in at least 4 samples, read counts of each gRNA were normalized by factors derived from non-targeting guides using the trimmed mean of *M*-values method in edgeR (version 3.28.0) [52]. An extra column was added to the design matrix to capture batch effects between the two replicate experiments. 

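The authors' p-values are given per guide and time point, and they were adjusted here over the 742 guides by the Benjamini-Hochberg method, since the table gives 1 value per test. At an adjusted p under 0.05, the authors' deposited table has 729 guides depleted at OD600 0.2, 732 at OD600 0.6 and 731 at OD600 1, and 0 guides enriched at any of them. At an unadjusted p under 0.05 the number of enriched guides in the authors' deposited table was 0 too, although 3 guides had a logFC above 0 at OD600 1. Of the 11 guides not called at OD600 1 in the authors' deposited table, 5 target purA, 3 target purL, and purC, purD and purH have 1 each. With a stricter threshold of 0.01 the authors' deposited table has 726 depleted guides at OD600 1, and with a logFC under -1 required as well as an adjusted p under 0.05 it has 723.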

Differential abundance (logFC) of gRNAs between time points and the input library was estimated using edgeR, and a quasi-likelihood F-test was used to test for significance after fitting in a generalized linear model. Spearman correlation between the logFC and predicted scores was calculated for each gene in the purine biosynthesis pathway. For the percentage of efficient gRNAs in predicted efficient gRNAs, gRNAs were first ranked for each gene based on the measured logFC at each time point and the most strongly depleted 20% of gRNAs were considered efficient. Predicted values from each model were also ranked for each gene and the top 20% were considered to be predicted efficient, followed by the calculation of the enrichment of efficient gRNAs in the predicted efficient gRNAs. For the positive predictive value calculation, gRNAs with logFC values within N-fold of the maximum fold change value in each gene were classified as true positives, while the best 3 to 5 predicted gRNAs were defined as predicted positives. The positive predictive values were calculated with the formula PPV = TP/( TP + FP) for all gRNAs at each time point for each fold (*N* = 1.5–5 with step of 0.5, TP = true positive, FP = false positive).

### Scoring functions from previous studies

Adapted Python scripts (gRNADesigner.py and DeepSpCas9.py on GitHub) from the source codes of gRNA Designer and DeepSpCas9 were used to calculate the predicted scores. The source code of TUSCAN (https://github.com/BauerLab/TUSCAN) was directly used. For SSC, we used the web-based application at http://crispr.dfci.harvard.edu/SSC/ with the option CRISPR inhibition or activation and 20nt gRNA length. For the Pasteur model, the trained LASSO model was saved from the implemented Python script (Pasteur_model.py on GitHub) based on the jupyter notebook available on GitLab (https://gitlab.pasteur.fr/dbikard/ecowg1).

### Supplementary Information

**Additional file 1:** **Figure S1.** Illustration of the genomic and sequence features used. **Figure S2.** Comparison of guide depletion across datasets. **Figure S3.** Spearman correlation of 10-fold cross-validation of models trained with one or mixed datasets. **Figure S4.** Data integration for retrained Pasteur and deep learning models. **Figure S5.** Interaction between distance features and whether targeting gene is the first gene in operon. **Figure S6.** Independent low-throughput validation of model performance. **Figure S7.** Additional figures related to the saturating screen of purine biosynthesis genes. **Figure S8.** Model performance of deep learning approaches. **Supplementary Note:** Deep learning approaches do not improve prediction performance.

**Additional file 2:** **Table S1.** Description of the features used in model training. **Table S2.** Description of train-test splits in the study. **Table S3.** Model evaluation of feature engineering. **Table S4.** SHAP values from model predicting the gRNA depletion. **Table S5.** Model evaluation of data fusion. **Table S6.** Model evaluation of data fusion with other model types. **Table S7.** Model evaluation of segregating gene and guide effects. **Table S8.** SHAP values from segregation models. **Table S9.** SHAP interaction values from MERF. **Table S10.** Description of gRNAs targeting deGFP. **Table S11.** Description of gRNAs in miller assay. **Table S12.** Model evaluation for targeting deGFP and Miller assay. **Table S13.** Description of gRNAs for screen of purine biosynthesis genes. **Table S14.** Model evaluation of saturating screen of purine biosynthesis genes. **Table S15.** List of strains. **Table S16.** List of plasmids. **Table S17.** List of oligos for plasmid construction, library generation, and sequencing.

**Additional file 3.** Review history.

## Data Availability

All code necessary to reproduce the results in the manuscript are available at https://github.com/BarquistLab/CRISPRi_guide_efficiency_bacteria [53] under an MIT license, and a Zenodo archive of the code version used is available at https://zenodo.org/doi/10.5281/zenodo.10262866 [54]. Raw sequencing data for the CRISPRi purine screen has been deposited in GEO under accession GSE196911 [55]. A webserver implementation of the final MERF model is available at: http://ciao.helmholtz-hiri.de.

## References

[1] Qi LS, Larson MH, Gilbert LA, Doudna JA, Weissman JS, Arkin AP (2013). Repurposing CRISPR as an RNA-guided platform for sequence-specific control of gene expression. Cell.

[2] Bikard D, Jiang W, Samai P, Hochschild A, Zhang F, Marraffini LA (2013). Programmable repression and activation of bacterial gene expression using an engineered CRISPR-Cas system. Nucleic Acids Res.

[3] Luo ML, Leenay RT, Beisel CL (2016). Current and future prospects for CRISPR-based tools in bacteria. Biotechnol Bioeng.

[4] Vigouroux A, Bikard D (2020). CRISPR Tools To Control Gene Expression in Bacteria. Microbiol Mol Biol Rev.

[5] Cain AK, Barquist L, Goodman AL, Paulsen IT, Parkhill J, van Opijnen T. A decade of advances in transposon-insertion sequencing. Nat Rev Genet. 2020; Available from: 10.1038/s41576-020-0244-x.10.1038/s41576-020-0244-xPMC729192932533119

[6] Jusiak B, Cleto S, Perez-Piñera P, Lu TK (2016). Engineering Synthetic Gene Circuits in Living Cells with CRISPR Technology. Trends Biotechnol.

[7] Cho S, Shin J, Cho B-K. Applications of CRISPR/Cas System to Bacterial Metabolic Engineering. Int J Mol Sci. 2018;19. Available from: 10.3390/ijms19041089.10.3390/ijms19041089PMC597948229621180

[8] Mougiakos I, Bosma EF, Ganguly J, van der Oost J, van Kranenburg R (2018). Hijacking CRISPR-Cas for high-throughput bacterial metabolic engineering: advances and prospects. Curr Opin Biotechnol.

[9] Liao C, Ttofali F, Slotkowski RA, Denny SR, Cecil TD, Leenay RT (2019). Modular one-pot assembly of CRISPR arrays enables library generation and reveals factors influencing crRNA biogenesis. Nat Commun.

[10] Reis AC, Halper SM, Vezeau GE, Cetnar DP, Hossain A, Clauer PR (2019). Simultaneous repression of multiple bacterial genes using nonrepetitive extra-long sgRNA arrays. Nat Biotechnol.

[11] Doench JG, Hartenian E, Graham DB, Tothova Z, Hegde M, Smith I (2014). Rational design of highly active sgRNAs for CRISPR-Cas9-mediated gene inactivation. Nat Biotechnol.

[12] Wong N, Liu W, Wang X (2015). WU-CRISPR: characteristics of functional guide RNAs for the CRISPR/Cas9 system. Genome Biol.

[13] Labun K, Montague TG, Gagnon JA, Thyme SB, Valen E (2016). CHOPCHOP v2: a web tool for the next generation of CRISPR genome engineering. Nucleic Acids Res.

[14] Moreno-Mateos MA, Vejnar CE, Beaudoin J-D, Fernandez JP, Mis EK, Khokha MK (2015). CRISPRscan: designing highly efficient sgRNAs for CRISPR-Cas9 targeting in vivo. Nat Methods.

[15] Doench JG, Fusi N, Sullender M, Hegde M, Vaimberg EW, Donovan KF (2016). Optimized sgRNA design to maximize activity and minimize off-target effects of CRISPR-Cas9. Nat Biotechnol.

[16] Chuai G, Ma H, Yan J, Chen M, Hong N, Xue D (2018). DeepCRISPR: optimized CRISPR guide RNA design by deep learning. Genome Biol.

[17] Wang D, Zhang C, Wang B, Li B, Wang Q, Liu D (2019). Optimized CRISPR guide RNA design for two high-fidelity Cas9 variants by deep learning. Nat Commun.

[18] Kim HK, Kim Y, Lee S, Min S, Bae JY, Choi JW, et al. SpCas9 activity prediction by DeepSpCas9, a deep learning-based model with high generalization performance. Sci Adv. 2019;5:eaax9249.10.1126/sciadv.aax9249PMC683439031723604

[19] Xiang X, Corsi GI, Anthon C, Qu K, Pan X, Liang X (2021). Enhancing CRISPR-Cas9 gRNA efficiency prediction by data integration and deep learning. Nat Commun.

[20] Calvo-Villamañán A, Ng JW, Planel R, Ménager H, Chen A, Cui L, et al. On-target activity predictions enable improved CRISPR-dCas9 screens in bacteria. Nucleic Acids Res. 2020; Available from: 10.1093/nar/gkaa294.10.1093/nar/gkaa294PMC729304932352514

[21] Rousset F, Cui L, Siouve E, Becavin C, Depardieu F, Bikard D. Genome-wide CRISPR-dCas9 screens in E. coli identify essential genes and phage host factors. PLoS Genet. 2018;14:e1007749.10.1371/journal.pgen.1007749PMC624269230403660

[22] Feurer M, Klein A, Eggensperger K, Springenberg J, Blum M, Hutter F. Efficient and Robust Automated Machine Learning. In: Cortes C, Lawrence ND, Lee DD, Sugiyama M, Garnett R, editors. Advances in Neural Information Processing Systems 28. Cambridge: Curran Associates, Inc.; 2015. p. 2962–70.

[23] Pedregosa F, Varoquaux G, Gramfort A, Michel V, Thirion B, Grisel O (2011). Scikit-learn: Machine Learning in Python. J Mach Learn Res.

[24] Baba T, Ara T, Hasegawa M, Takai Y. Construction of Escherichia coli K‐12 in‐frame, single‐gene knockout mutants: the Keio collection. Mol Syst Biol. 2006; Available from: https://www.embopress.org/doi/abs/10.1038/msb4100050.10.1038/msb4100050PMC168148216738554

[25] Wang T, Guan C, Guo J, Liu B, Wu Y, Xie Z (2018). Pooled CRISPR interference screening enables genome-scale functional genomics study in bacteria with superior performance. Nat Commun.

[26] Lorenz R, Bernhart SH, Höner Zu Siederdissen C, Tafer H, Flamm C, Stadler PF, et al. ViennaRNA Package 2.0. Algorithms Mol Biol. 2011;6:26.10.1186/1748-7188-6-26PMC331942922115189

[27] Lorenz R, Hofacker IL, Bernhart SH (2012). Folding RNA/DNA hybrid duplexes. Bioinformatics.

[28] Conway T, Creecy JP, Maddox SM, Grissom JE, Conkle TL, Shadid TM (2014). Unprecedented high-resolution view of bacterial operon architecture revealed by RNA sequencing. MBio.

[29] Santos-Zavaleta A, Salgado H, Gama-Castro S, Sánchez-Pérez M, Gómez-Romero L, Ledezma-Tejeida D, et al. RegulonDB v 10.5: tackling challenges to unify classic and high throughput knowledge of gene regulation in E. coli K-12. Nucleic Acids Res. 2019;47:D212–20.10.1093/nar/gky1077PMC632403130395280

[30] Lundberg SM, Erion G, Chen H, DeGrave A, Prutkin JM, Nair B (2020). From local explanations to global understanding with explainable AI for trees. Nat Mach Intell.

[31] Cui L, Vigouroux A, Rousset F, Varet H, Khanna V, Bikard D. A CRISPRi screen in E. coli reveals sequence-specific toxicity of dCas9. Nat Commun. 2018;9:1912.10.1038/s41467-018-04209-5PMC595415529765036

[32] Hajjem A, Bellavance F, Larocque D (2014). Mixed-effects random forest for clustered data. J Stat Comput Simul.

[33] Corsi GI, Qu K, Alkan F, Pan X, Luo Y, Gorodkin J (2022). CRISPR/Cas9 gRNA activity depends on free energy changes and on the target PAM context. Nat Commun.

[34] Vialetto E, Yu Y, Collins SP, Wandera KG, Barquist L, Beisel CL. A target expression threshold dictates invader defense and prevents autoimmunity by CRISPR-Cas13. Cell Host Microbe. 2022; Available from: https://www.sciencedirect.com/science/article/pii/S1931312822002736.10.1016/j.chom.2022.05.013PMC959010435690065

[35] Typas A, Nichols RJ, Siegele DA, Shales M, Collins SR, Lim B, et al. High-throughput, quantitative analyses of genetic interactions in E. coli. Nat Methods. 2008;5:781–7.10.1038/nmeth.1240PMC270071319160513

[36] Butland G, Babu M, Díaz-Mejía JJ, Bohdana F, Phanse S, Gold B, et al. eSGA: E. coli synthetic genetic array analysis. Nat Methods. 2008;5:789–95.10.1038/nmeth.123918677321

[37] Kuzmin E, VanderSluis B, Wang W, Tan G, Deshpande R, Chen Y, et al. Systematic analysis of complex genetic interactions. Science. 2018;360. Available from: 10.1126/science.aao1729.10.1126/science.aao1729PMC621571329674565

[38] Lian J, HamediRad M, Hu S, Zhao H (2017). Combinatorial metabolic engineering using an orthogonal tri-functional CRISPR system. Nat Commun.

[39] Cho S, Choe D, Lee E, Kim SC, Palsson BØ, Cho B-K. High-level dCas9 expression induces abnormal cell morphology in Escherichia coli. ACS Synth Biol. 2018; Available from: 10.1021/acssynbio.7b00462.10.1021/acssynbio.7b0046229544049

[40] Rock JM, Hopkins FF, Chavez A, Diallo M, Chase MR, Gerrick ER (2017). Programmable transcriptional repression in mycobacteria using an orthogonal CRISPR interference platform. Nat Microbiol.

[41] Collias D, Beisel CL (2021). CRISPR technologies and the search for the PAM-free nuclease. Nat Commun.

[42] Alkan F, Wenzel A, Anthon C, Havgaard JH, Gorodkin J (2018). CRISPR-Cas9 off-targeting assessment with nucleic acid duplex energy parameters. Genome Biol.

[43] Tierrafría VH, Rioualen C, Salgado H, Lara P, Gama-Castro S, Lally P, et al. RegulonDB 11.0: Comprehensive high-throughput datasets on transcriptional regulation in Escherichia coli K-12. Microb Genom. 2022;8. Available from: 10.1099/mgen.0.000833.10.1099/mgen.0.000833PMC946507535584008

[44] Puigbò P, Bravo IG, Garcia-Vallve S (2008). CAIcal: a combined set of tools to assess codon usage adaptation. Biol Direct.

[45] Bergstra J, Yamins D, Cox D. Making a Science of Model Search: Hyperparameter Optimization in Hundreds of Dimensions for Vision Architectures. In: Dasgupta S, McAllester D, editors. Proceedings of the 30th International Conference on Machine Learning. Atlanta: PMLR; 2013. p. 115–23.

[46] Paszke A, Gross S, Massa F, Lerer A, Bradbury J, Chanan G, et al. PyTorch: An Imperative Style, High-Performance Deep Learning Library. arXiv [cs.LG]. 2019. Available from: http://arxiv.org/abs/1912.01703.

[47] Ioffe S, Szegedy C. Batch Normalization: Accelerating Deep Network Training by Reducing Internal Covariate Shift. arXiv [cs.LG]. 2015. Available from: http://arxiv.org/abs/1502.03167.

[48] Srivastava N, Hinton G, Krizhevsky A, Sutskever I, Salakhutdinov R (2014). Dropout: a simple way to prevent neural networks from overfitting. J Mach Learn Res.

[49] Loshchilov I, Hutter F. Decoupled Weight Decay Regularization. arXiv [cs.LG]. 2017. Available from: http://arxiv.org/abs/1711.05101.

[50] Kingma DP, Ba J. Adam: A Method for Stochastic Optimization. arXiv [cs.LG]. 2014. Available from: http://arxiv.org/abs/1412.6980.

[51] Bushnell B, Rood J, Singer E (2017). BBMerge – Accurate paired shotgun read merging via overlap. PLoS ONE.

[52] Robinson MD, McCarthy DJ, Smyth GK (2009). edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[53] Yu, Y, Gawlitt, S, Barros de Andrade e Sousa L, Merdivan E, Piraud M, Beisel CL, Barquist L. CRISPRi_guide_efficiency_bacteria. Github. https://github.com/BarquistLab/CRISPRi_guide_efficiency_bacteria.

[54] Yu, Y, Gawlitt, S, Barros de Andrade e Sousa L, Merdivan E, Piraud M, Beisel CL, Barquist L. BarquistLab/CRISPRi_guide_efficiency_bacteria: version 1.0. Zenodo. https://zenodo.org/doi/10.5281/zenodo.10262866.

[55] Yu, Y, Gawlitt, S, Beisel CL, Barquist L. Improved prediction of bacterial CRISPRi guide efficiency from depletion screens through mixed-effect machine learning and data integration. NCBI GEO. GSE196911. 2023. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE196911.10.1186/s13059-023-03153-yPMC1078269438200565

How the deposited data were processed for this re-analysis (not part of the article)

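The samples were 2 input libraries and 2 cultures at each of OD600 0.2, 0.6 and 1 in M9 minimal medium, 8 in all, from E. coli K12 MG1655 with dCas9 and a library of guides against 9 purine biosynthesis genes. The authors merged read pairs with BBMerge, assigned reads with a perfect match to the guides, kept guides with at least 1 CPM in at least 4 samples, took TMM factors from the non-targeting guides and fitted edgeR's quasi-likelihood model with a column for the replicate experiment. The authors deposited the log2 fold change of each time point against the input for each guide, in 1 table for the whole series. Each of these has a p-value by the authors, whose column does not say whether it was adjusted, and the values were taken as unadjusted because no 2 guides share one at a time point. A normalization on non-targeting guides sets their log2 fold change to 0, so it moves every targeting guide of a time point by the same amount and leaves ranks, spreads and correlations within a time point as they are. It does set the fold depletion of single guides.

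The values were processed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. Gene and distance were read from the guide's name, and the 742 guides matched 9 of 9 gene symbols in the RefSeq gene table of assembly ASM584v2, whose coordinates are given. No count of reads was used, so no model of counts was fitted. The depth of each sample and the spread between replicates are therefore not known here. Bootstrap intervals resampled the guides of a gene 10000 times and describe the choice of guides only. Permutation tests used 100000 permutations and were two-sided, with guides permuted within genes where genes were combined, so that the smallest p they can give is 1e-05. Families of tests were adjusted by the Benjamini-Hochberg method. Shares of guides have 95% Wilson intervals. The 7 test genes are those the paper used. Counting noise was simulated 10000 times with the paper's 800000 reads per sample, 800 guides of equal input abundance, 2 replicates and a pseudocount of 0.5, because the actual numbers were not analysed here. Only the correlations between time points in purE and purK were also simulated with the input libraries read at 0.5, 0.25 and 0.1 of that depth.

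The tests were tested on simulated data placed on the real guide positions, with noise drawn independently for each guide. These simulations therefore do not show how the tests behave where neighbouring guides are alike. Of 2000 simulated genes without a trend, 5.05% had a permutation p under 0.05, and of 2000 with a strong trend 100% did. The strong trend had the same spread as the noise, and weaker trends were not simulated. For the comparison of guides near the start codon, the shares were 5.4% of 1000 simulations without a difference and 99.5% of 1000 with a log2 difference of -2, for which the mean estimate was -1.97.

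Before the data were examined, the tests, the main time point and the alternatives were set, as was the rule for the items named. It names all 9 genes, the most depleted guide of each gene at OD600 1, and the least depleted guide of a gene where a range is given. Alternatives changed the time point, the measure of spread or correlation, the guides included, the genes included and the thresholds. Guide sequences and the genome sequence were not used here, so the planned tests of bases near the PAM and the planned prediction of held-out genes were not run as set. Tests of guanines read from the spacing of guides took the place of the first and were chosen after the values were seen, as were the comparison of purA with the other genes, the test of the trend over all pairs of genes and the simulations of counting noise. For the latter the spread was compared first and the correlation between time points second. Scores of the prediction models were not analysed here.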

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

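The comparison of purA with the other genes and the tests of its explanations were chosen after the values of all 9 genes were seen, and the tests over the first part of the genes and over all pairs of genes after the trends were seen.

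Guides against purA were far less depleted than those against the other genes, a difference between genes that the paper does not report. The median logFC at OD600 1 was -3.56 over the 64 purA guides and -8.17 over the guides of the other 8 genes in the authors' deposited table, a difference of 4.61 (permutation p = 1e-05, the smallest that 100000 permutations can give, over guides, which are not replicates). Because purA was picked as the least depleted of 9 genes, this p does not measure how rare such a gene is. The difference was 3.39 at OD600 0.2 and 4.23 at OD600 0.6, with the same permutation p. The authors' filter on low counts could have removed the most depleted purA guides, but purA has 1 guide fewer than Fig. 4A gives, and with that guide placed at the bottom the median was -3.61. The authors' normalization moves the guides of every gene alike. A smaller number of working purA guides, each with full depletion, is argued against too, since 0 of the 64 purA guides lay below the median of purE at OD600 1, against 189 of 587 guides (32.2%) of the other 6 test genes. The same held for 0 purA guides at OD600 0.2 and 0.6. What stays open is a weaker or later growth defect after silencing of purA itself, or weaker silencing by every guide. No further strain or medium was sampled, so no biological explanation was tested.

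The correlation between logFC and distance to the start codon differed between genes, with a mean for purC and purM that was 0.427 above that of the other 5 test genes (permutation p = 0.00029). This test permutes guides freely and compares genes that the paper set apart for this trend. Against the largest difference over all 21 pairs of the 7 test genes, the permutation p was 0.00085 with guides permuted freely and 0.0912 with guides shifted in a circle along each gene. Without the guides within 60 bases of the start codon the difference was 0.373 (permutation p = 0.0025 for purC and purM as set apart), with permutation p of 0.00981 and 0.118 by the same tests over pairs, so the share of these guides in the difference stays open. A decline over the first part of every gene that longer genes dilute stays open too. Over guides up to base 1015, the farthest that purM guides reach, the mean correlation of the other 5 test genes was 0.134, with a value above 0 in each, and the difference from purC and purM was 0.338 (permutation p = 0.0066 for purC and purM as set apart), with permutation p of 0.0502 and 0.607 over pairs. In purH the correlation was 0.305 over that stretch (permutation p = 0.00682, adjusted over the 5 genes 0.0341) against 0.0959 over its whole length. The trend and chance runs of similar neighbouring guides cannot be told apart with so few guides. When the guides of purC and purM were shifted in a circle along the gene, the permutation p was 0.0541 and 0.0638, and the smallest that 37 and 47 guides allow is 0.027 and 0.0213. Differences in promoters or transcript structure between genes were not tested.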

How the results depend on the processing

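No paired analysis was possible because the table holds 1 value per guide and time point over both replicates, with no value per sample. The alternatives that needed counts or single replicates, and the weighting of guides by abundance, were therefore not run either. Tests of guide sequences and the prediction of held-out genes were not run as set, because guide and genome sequences were not used here.

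The difference near the start codon kept its direction and a permutation p under 0.05 in all its alternatives, as did the difference of trend between genes by Pearson correlation and without guides within 60 bases when guides were permuted freely. The effects of a guanine after and before the PAM did so at each time point, on ranks, over 9 genes and in the linear model, and in purE and purK alone the effect before the PAM did so (0.758) but that after the PAM did not (-0.119). The count of depleted guides at OD600 1 was 726 and 723 at the stricter thresholds, against 731. The ratio of spreads ranged from 2.35 to 4.65. The gene share of the variance kept its permutation p but fell to 6.13% without purA, an alternative chosen after the values were seen.

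The trends of purC and purM kept their sign in all 7 alternatives and their adjusted permutation p stayed under 0.05 at OD600 0.2 and 0.6 and without the 2 least depleted guides. It rose above 0.05 for purM by Pearson correlation (0.35), and for both genes with guides at least 20 bases apart (0.534 and 0.544) and without guides within 60 bases (0.412 and 0.294). Both alternatives test fewer guides. It also did so with circular shifts, where the correlations of 0.502 and 0.443 stand but the smallest possible p is larger by construction. Correlations near 0 changed sign, in purF (-0.00079) and purK (0.0249) at OD600 0.2 and in purD (-0.0175) and purH (-0.0127) without guides within 60 bases.

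The smallest and largest depletion of the most depleted guides were 60.0-fold and 163-fold at OD600 0.2, and the largest was 849-fold at OD600 0.6 and 714-fold at the 5th percentile. The share within 2-fold of the best guide was 44.7% at OD600 0.2, 28.9% at OD600 0.6, 11.3% for 1.5-fold, 40.3% for 3-fold, 53.4% for 5-fold, 27.9% against the second most depleted guide and 29.6% over 9 genes. Wider folds raise it by construction. For the time point the cause was not tested. The median share of efficient guides at both time points was 54.5% for the top 10% and 66.7% over 9 genes, and the median correlation of time points was 0.989 by Pearson.

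The purE median lay above the dilution limit by 0.914 at OD600 0.2, an alternative not set beforehand. It did so by 2.37 when targeting guides alone were counted, and the 5th percentile of all guides by 0.513. The guanine in the PAM's variable base, with no effect at OD600 1, changed sign on ranks (-0.00136). The unknown depth limits the values of the most depleted guides, which would rest on the fewest reads if all guides started at equal abundance.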

Differences from the paper's values

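For the lowest depletion among the most efficient guides over genes, the paper gives about 60-fold. It names no time point there, so its range need not be one at OD600 1. The value at OD600 1 was 259-fold, for purA. Of the alternatives set before the data were examined, OD600 0.2 closed this gap with 60.0-fold for purA, and OD600 0.6 (185-fold), the second most depleted guide (227-fold) and the 5th percentile (177-fold) did not. For the highest, the paper's 1000-fold stands beside 1422-fold for purD at OD600 1, which is within 1.5 times, while at OD600 0.2 the highest was 163-fold.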

Other observations

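The tests of guanines and of pairs of guides, those of counting noise and of a floor, those that weigh explanations near the start codon, and the variance without purA were chosen after the values were seen.

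The paper describes, from its prediction model and other screens, a sensitive region of about 60 bases from the start codon. In the purine screen, 21 guides of the 7 test genes lie within it. Their logFC at OD600 1, centred on the gene, was lower than that of the other 630 guides (a difference of -2.23, permutation p = 3e-05, guides permuted within genes), and 0 of the 21 lay above the median of their gene in the authors' deposited table. The difference was -2.14 for a region of 30 bases and -1.90 for 100 bases. A gradual trend along the whole gene is argued against as its source, because in the 5 test genes other than purC and purM, whose correlations over the whole length lay between -0.0152 and 0.0959, the difference was -2.45 (permutation p = 0.00024). A gradual decline over the first part of these genes, where the correlations were between 0.0659 and 0.305, stays open. It also did not rest on 1 gene, since the mean was lower near the start codon in 7 of 7 test genes and the difference stayed between -2.36 and -2.05 with each gene left out in turn. In purE and purK the differences were -0.0981 and 0.171. The region holds 1 to 5 guides per gene. Base composition near the start codon was not tested.

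Neighbouring guides may carry traces of the bases around the PAM, although no sequences were used. There are 99 pairs of neighbouring guides 1 base apart, 0 pairs 2 bases apart and 44 pairs 3 bases apart, which is the spacing that NGG PAMs on a single strand give, where guides 2 bases apart need a run of guanines that also has a guide between them. On the assumption that the guides bind the coding strand, as the paper states for its training and reporter guides but its text does not for this screen, the downstream guide of a pair 1 base apart has a guanine directly after its PAM and the upstream guide has one in the variable base of its PAM. In the 86 pairs of the 7 test genes the downstream guide was less depleted in 58, by a mean logFC of 1.16 (permutation p = 1e-05 by sign flips, the smallest they can give), which argues against a run of guanines that weakens both guides alike. All guides that must have a guanine after the PAM had a logFC higher by 1.42 than the other guides of their gene (permutation p = 1e-05, adjusted over 3 features 1.5e-05), and those with a guanine in the variable base differed by 0.0905 (permutation p = 0.73). The 48 guides with a guanine before the PAM, read from guides 2 or 3 bases downstream, had a logFC higher by 1.66 (permutation p = 1e-05, adjusted 1.5e-05). The values were 1.48 and 1.71 in a linear model with all 3 features and the distance. These directions are in line with a penalty for guanine on either side of the PAM, which the paper reports from its training screens, but with guides on the other strand the bases would be read the other way round. Pairs 3 bases apart, where the upstream guide has a guanine before its PAM, differed by -0.755 over 40 pairs (permutation p = 0.128), with the downstream guide less depleted in 13, and pairs 4 bases apart by -0.893 over 26 pairs (permutation p = 0.19). In purE and purK the 13 guides with a guanine after the PAM differed by -0.119 (permutation p = 0.491, adjusted 0.491), those with a guanine in the variable base by 0.264 (permutation p = 0.111, adjusted 0.167) and the 7 with a guanine before the PAM by 0.758 (permutation p = 0.00351, adjusted 0.0105). In these genes the downstream guide was less depleted in 4 of 13 pairs 1 base apart, with a mean of -0.328 (permutation p = 0.182). Pairs were tested in 6 sets without adjustment. The comparison group holds guides with the same base that no neighbour reveals.

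The narrow range of purE and purK could reflect counting noise around one common depletion. With the paper's 800000 reads per sample, simulated guides of purE would have about 23.6 reads per sample at OD600 1 and a median interquartile range of 0.272, against 0.341 observed, and 11.1% of simulations were as wide. For purK the simulated range was 0.273 against 0.41, and 0.21% were as wide, while the ranges of the 7 test genes were 5.9 to 52.4 times the simulated ones. The correlation between time points was looked at next. Spearman's correlation between OD600 0.2 and 1 was 0.386 in purE and 0.329 in purK, and 1.86% and 1.44% of simulated correlations were as high when input and later samples were read equally deeply. With the input read at 0.5 of that depth the shares were 3.51% and 3.21%, and at 0.1 of it 28.1% and 40.9%. Pearson's correlation was 0.823 in purE, which 0% of simulations reached at any of these depths, but 0.0116 in purK, which 59.7% reached at equal depth. The least depleted purK guide at OD600 1 (logFC -5.71) was the most depleted purK guide at OD600 0.2 (logFC -7.33). In purE the same guide was the least depleted at OD600 0.2 (logFC -5.08) and at OD600 1 (logFC -6.07). Pearson's correlation was not computed without these guides in either gene. How far the low value of purK and the high value of purE rest on them is open. As the tests differ and the depth is unknown, counting noise and small differences between guides cannot be told apart as the source of the spread of purE and purK. A floor of detection at a common logFC is argued against for purE at OD600 0.2. There 150 of the 651 guides of the 7 test genes lay below the lowest purE guide in the authors' deposited table. For purK this cannot be decided, since its lowest guide there (logFC -7.33) lay near the lowest guide of the test genes (-7.35 in purH). A floor that differs between guides stays open for both genes, because the abundance of each guide in the input is unknown. Guides were not counted this way at OD600 1. Why guides at every position of purE and purK worked was not tested.

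A cell that stops dividing on transfer to M9 is diluted by the growth of the others. From OD600 0.01 to 1 the culture doubles 6.64 times, but the median logFC of purE at OD600 1 lay below that limit (a difference of -1.94) in the authors' deposited table, so dilution by the growth of the culture alone is argued against. If all guides started at equal abundance, cells at the mean had 11.0% of their starting share left relative to non-targeting cells, and the remaining cells must divide more often to reach the OD600. The limit is then -9.82, and the purE median lay above it by 1.24 at OD600 1, by 1.23 at OD600 0.6 and by 0.914 at OD600 0.2. The abundance of each guide in the input is unknown, and with targeting guides alone the distance was 2.37, so arrest on transfer and a later arrest cannot be told apart.

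The paper reports for its training screens that the targeted gene dominates depletion. In the purine screen the gene accounted for 22.1% of the variance of logFC at OD600 1 (permutation p = 1e-05, the smallest they can give), and without purA for 6.13%. The paper's statement rests on gene features in models of depletion, trained on essential genes in rich medium. A share of variance between purine biosynthesis genes is a different measure on a narrower set of genes. These shares therefore cannot decide whether the paper's statement holds in the purine screen.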
